# Coloration differences in three *Camellia reticulata* Lindl. cultivars: ‘Tongzimian’, ‘Shizitou’ and ‘Damanao’

**DOI:** 10.1186/s12870-023-04655-4

**Published:** 2024-01-02

**Authors:** Yan Qu, Zhi Ou, Qing Qing Yong, Xiang Yao, Jun Luo

**Keywords:** *C. reticulata* ‘Damanao’, Mixed-color, *CHS*, *ANR*, Meristem

## Abstract

*Camellia reticulata* Lindl., also known as Yunnan Camellia, is an important ornamental plant in China, especially for its large and stunning flowers. A comprehensive understanding of their coloration mechanisms can aid breeders in developing new cultivars and improving their ornamental value; however, it is still unclear in Yunnan Camellia, especially in mixed-color flowers. In this study, we conducted metabolic and transcriptomic comparison analyses to investigate the coloration differences in three Yunnan Camellia cultivars: *C. reticulata* ‘Shizitou’ (SZT), *C. reticulata* ‘Damanao’ (MN), and *C. reticulata* ‘Tongzimian’ (TZM). Our results revealed that the initial flowering stage may play a critical role in the color change of MN. Metabolome analysis demonstrated that cyanidin was the primary anthocyanin in SZT and MN’s red region, while its content was low in TZM and MN’s white region. According to the transcriptome analysis, the anthocyanins biosynthesis pathway was reconstructed in Yunnan *Camellia*, and the low expression of *CHS* was detected in TZM and MN’s white region, while *ANR* maintained a high expression level, which may lead to the low content of cyanidin in them. Transcription factors MYBs, bHLH, and bZIP may play a key role in regulating anthocyanin-structural genes. The co-expression analysis showed that the meristem tissue may play a crucial role in the formation of the mixed white-red color in MN. Our study enriched the genetic basis of flower coloration differences in Yunnan Camellia which will be a valuable genomic resource to understanding the biology of coloration formation and for breeding the Camellia cultivars.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04655-4.

## Introduction

*Camellia reticulata* Lindl., a member of the *Camellia* genus and Theaceae family, is native to China and classified as a Grade II endangered species [1]. Also known as Yunnan camellia, it is primarily distributed in Yunnan Province, southwestern Sichuan Province, and western Guizhou Province in China [2]. *C. reticulata* has over 1500 years of cultivation history in China, and many outstanding cultivars have been bred and spread around the world [1, 3]. With over 97 species in the *Camellia* genus, of which 76 are endemic to China [4]. Yunnan Province, in particular, is a significant resource source for camellia with a wide variety of over 300 species [5].

As of significant economic importance, its leaves are used for tea production, and the seeds are used for oil extraction [5]. Especially, Yunnan camellia is regarded as an exceptional ornamental plant with high economic value for its large, stunning flowers, and long blossoming season [6–8]. The flower color is a crucial ornamental trait, most Yunnan camellia blooms a red flower with few accounts of color variations. Many breeders focused on producing colorful cultivars with different colors and blossom periods [9]. *C. reticulata* ‘Tongzimian’ (TZM) is one of the few white-colored cultivars [10], and *C. reticulata* ‘Damanao’ is a bud variety of *C. reticulata* ‘Shizitou’ (SZT), while different from TZM and SZT, MN is the compound color Yunnan camellia cultivars with red and white flowers that resemble the beautiful agate patterns. A comprehensive understanding of the mechanism underlying flower color formation in Yunnan camellia can aid breeders in developing new cultivars and improving its economic value [11, 12].

Numerous studies have revealed that color formation in flowers is directly related to the dynamic of pigments [13, 14]. Anthocyanins, flavonoids, and carotenoids are crucial pigments that contribute to flower color development and protect against low-temperature stress, ultraviolet light, pests, diseases, and other injuries [15, 16]. Pigment biosynthesis pathways are found in most flowering plants, and the genetic mechanisms for coloration were identified, including the related genes for the necessary enzymes and transcriptional factors [17–19], epigenetic modifications [20, 21], and RNA interference [22]. As ornamental plants, the color formation analysis in *Camellia* species has been the subject of recent studies. Carotenoids and flavonol glycosides were identified as the primary pigments in golden yellow blooms of *C. nitidissima* [23], while cyanidin-core structure pigments produce the most dominant phenotype among wild red-flowered *Camellia* species [24]. A high level of proanthocyanidins was detected in the sepals of white tea flowers (*C. sinensis*) [25], but the anthocyanin biosynthetic pathway may be blocked in the white part of *C. japonica* ‘Tamanoura’ due to the strong suppression of chalcone synthase (*CHS*) expression [26]. Flavonoids and anthocyanins were also detected as the major determinants of flower color formation in *C. reticulata* [10], while few studies focused on the molecular coloration mechanisms of the mixed-colored presence in *C. reticulata*.

Except for MN, many mixed-color flowers are found in other species in nature, and their color formation was wildly investigated [27–29]. For instance, the regulatory mechanism of anthocyanin biosynthesis in oriental hybrid lily (pink-white color) showed that MYB transcription factors play an important role in promoting or inhibiting anthocyanin synthesis; *LvMYB5* was identified as an activator, and *LvMYB1* was identified as an inhibitor of anthocyanin synthesis [27, 28]. The pink-blue flowers of chrysanthemum could be produced by introducing a delphinidin-based anthocyanin pathway through the expression of flavonoid 3′, 5′-hydroxylase (*F3’5’H*) genes [29]. The mixed-color formation in petunia petals is mainly determined by the differential expression genes involved in the biosynthesis and modification of anthocyanins. In particular, the MYB transcription factors and the WD40 repeat protein *AN2* play a crucial role in regulating the expression of anthocyanin biosynthetic genes, while the enzymes UDP-glucose: flavonoid 3-O-glucosyltransferase (*3GT*), flavonoid 3′-hydroxylase (*F3’H*), and *F3’5’H* are involved in the modification of anthocyanin pigments [30].

The genetic mechanisms underlying color formation in Yunnan Camellia are still unclear, especially in mixed-color flowers. In this study, to analyze their color mechanisms, we conducted metabolome and transcriptome analyses on three Yunnan Camellia cultivars: MN (white-red flower), SZT (red flower), and TZM (white flower). Our study provides the metabolism and gene expression profiles during flower color formation in Yunnan Camellia and will aid in the breeding of Camellia cultivars.

## Methods and materials

### Sample collection

Petal samples were obtained from three cultivars of Yunnan Camellia, namely MN (white-red mixed flowers), SZT (red flowers), and TZM (white flowers), at different developmental stages. The plants used in this study were grown in natural tea gardens with an average annual temperature ranging from 16 to 20 °C and an average annual humidity of approximately 60%. Flower buds emerged during July–August of the first year, and the initial flowering occurred from the end of December of the first year to the beginning of January of the second year. Full bloom took place from the end of January to the beginning of February of the second year, and the last blooms were observed at the beginning of March of the second year.

For MN, samples were collected at three developmental stages (the bud, initial flowering, and full-bloom stages). Yunnan Camellia is known for its long bud stage, which typically spans about 60 days or longer. The initial flowering stage lasts for around 7 days, and the full bloom stage lasts for around 7 days. MN’s petals exhibit small white areas at the periphery during the early bud stage that gradually enlarge with development, so we collected two sets of samples during the bud stage of MN, namely bud stage 1 (early bud stage) and bud stage 3 (late bud stage). Due to the mixed color of MN’s petals at the full bloom stage, samples were separately collected from the white and red regions. SZT and TZM were used as control cultivars, and samples were only collected at the bud and full-bloom stages. To reduce the possible experimental errors, samples were collected with three replicates. Finally, 24 petal samples were collected and freeze-dried in a vacuum immediately for metabolic analysis. And 27 samples (three replicates collected from MN at bud stage 1) were collected and frozen immediately using liquid nitrogen, then stored at − 80 °C until RNA extraction.

### Identification of anthocyanins and flavonoids

The contents of anthocyanins and flavonoids were separately identified using liquid chromatography-tandem mass spectrometry (LC-MS/MS) (Sciex Triple QuadTM 6500+, Framingham, MA, USA). To prepare the analysis, petal samples were grounded into powder using a ball mill (30 Hz, 1.5 min). Data-dependent LC-MS/MS was analyzed using Analyst (v1.6.3) software.

To identify the contents of anthocyanin, approximately 50 mg of the powder sample was dissolved in 500 μL of an extraction solution containing 50% aqueous methanol and 0.1% hydrochloric acid. The solution was then vortexed for 5 min, sonicated for 5 min, and centrifuged at 12,000 r/min for 3 min. The supernatant was filtered using a microporous membrane (0.22 μm pore size) before being subjected to LC-MS/MS analysis. Reversed-phase analytical separation was carried out using 1.7 μm C18 columns. Solvent A consisted of Milli-Q® water containing 0.1% formic acid, and solvent B contained acetonitrile and 0.1% formic acid. The fractions were run on a 16 min gradient with solvent B (5% B for 6 min, 50% B for 6 min, 95% B for 2 min, and 5% B for 2 min).

For flavonoid identification, approximately 20 mg of the powder sample was mixed with 10 μL of a 4000 nmol/L internal standard mix solution and 500 μL of 70% aqueous methanol. The solution was then sonicated for 30 min and centrifuged at 4 °C for 12,000 r/min for 5 min. The supernatant was filtered with the same method as anthocyanin identification. Reversed-phase analytical separation was carried out using Waters ACQUITY UPLC HSS T3 C18 columns with 1.8 μm. Solvent A consisted of Milli-Q® water containing 0.05% formic acid, and solvent B contained acetonitrile and 0.1% formic acid. The fractions were run on a 15 min gradient with solvent B (10% B for 1 min, 20% B for 9 min, 95% B for 5 min, and 10% B for 1 min).

### RNA extraction, library preparation, and sequencing

Total RNA was extracted using Trizol reagent (Invitrogen) following the manufacturer’s protocols, and mRNA was enriched using Oligo(dT) Magnetic Beads. RNA quality was analyzed using Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA), and RNA concentration was measured using a Qubit 2.0 Fluorometer (Life Technologies, CA, USA). RNA integrity was assessed by Agarose gel electrophoresis.

RNA library was prepared for each sample. To prepare the RNA library, RNA was fragmented by the fragmentation buffer. First-strand cDNA was synthesized using N6 random primers, and then the second strand was synthesized to obtain the cDNA. The purified cDNA was modified by end-repair, A-tail, and ligation. After fragment size selection using AMPure XP beads, PCR amplification was performed to obtain the final sequencing library. Finally, all libraries were sequenced on the Illumina HiSeq platform.

### RNA sequencing data analysis

To obtain high-quality reads, Trimmomatic (v0.36) [31] was used to remove reads with adapters and more than 20% of bases with a quality value of less than 10. Transcripts were assembled using Trinity. By mapping reads to the transcripts, only transcripts with correlation coefficients between replicate samples ≥0.8 were used for the following analysis. All qualified transcripts were annotated to function databases, including NR, SwissProt [32], KEGG (online) [33], and GO [34] databases. Only transcripts with an expression of ≥10 in at least one set of samples were used for subsequent analysis, and the average of the expression of all replicate samples was used as the gene expression. Differentially expressed transcripts were detected between two cultivars and two different developmental stages using the DEGseq R package (with fold change ≥1, FDR < 0.05, and Adjust *P*-value ≤0.001). The expression of DEGs was transformed into log2 (FPKM+ 0.01) and further standardized by Z-scorer. Hierarchical clustering analysis, principal component analysis (PCA), and k-mean clustering analysis were performed based on the normalized expression of DEGs. PCA was performed using the R package PCAtools, and K-means clustering was performed using MeV (V4.9) software. The weighted correlation network analysis (WGCNA) was performed using the R package [35]. Genes in pigment biosynthesis pathways were identified by Pathfinder Internal software based on the KEGG database.

## Results

### The initial flowering stage plays a crucial role in the color change of MN

Despite being a bud variant of SZT, MN displays a mixed coloration that differs from SZT’s pure coloration. Using the Royal colorimetric card, we observed that the color of SZT’s petals belongs to the RED GROUP throughout its development stages, with RED GROUP 53C at the bud stage, RED GROUP 46A at the initial flowering stage, and RED GROUP N45B at the full-bloom stage. In contrast, MN’s petals exhibit small white areas at the periphery during the early bud stage that gradually enlarge and stabilize during the initial flowering stage, which belongs to the WHITE GROUP 155D during its whole development. Additionally, MN also displays a red coloration throughout its development, with RED GROUP 53C at the bud stage, RED GROUP 46A at the initial flowering stage, and RED GROUP 58B at the full-bloom stage. To compare with the other Yunnan Camellia, TZM was used as the control, which is the most cultivated white variety, Although TZM appears whitish to the naked eye, the Royal colorimetric card identified its petal color as RED-PURPLE GROUP 62B at the bud stage, RED-PURPLE GROUP 62D at the first flowering stage, and RED-PURPLE GROUP 69D at full-bloom stage (Fig. 1). The red region of MN’s petals is similar to SZT’s, while the white region is different from TZM’s. The key period of color change in MN occurred during the initial flowering stage when the white region at the periphery of petals expands significantly and stabilizes. Prior to this stage, the white region is small, and its shape changes as the flower continues to develop.

**Fig. 1:**
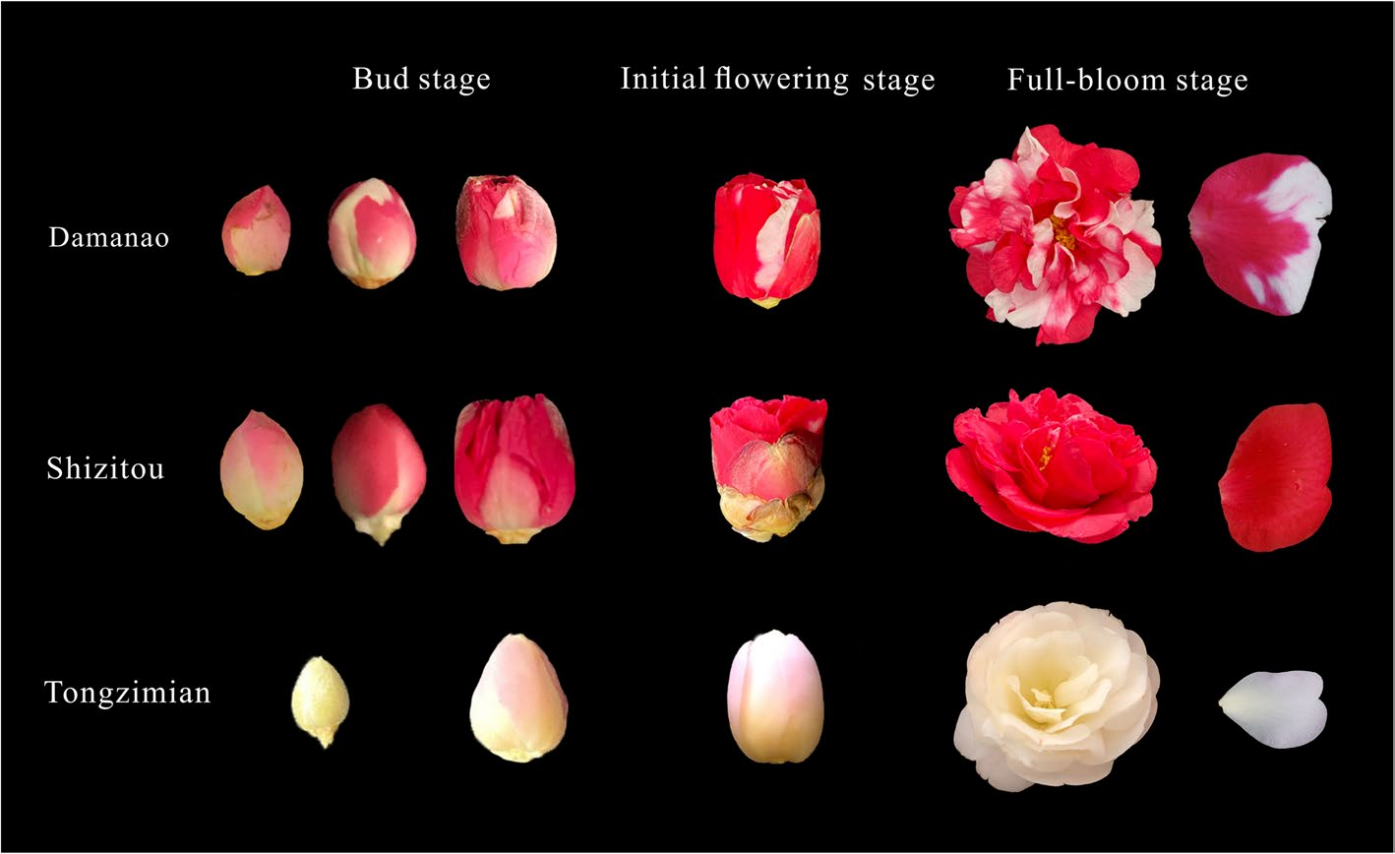
Petals at different developmental stages of TZM, SZT, and MN. Three development stages include the bud stage, initial flowering stage, and full-bloom stage. MN’s petals exhibit small white areas at the periphery during the early bud stage that gradually enlarge with development

### Cyanidin is the main anthocyanin in the petals of TZM, STZ, and MN

We employed LC-MS/MS to quantify anthocyanins and flavonoids in the petals of three Yunnan Camellia cultivars at different developmental stages. A total of 53 anthocyanin components were detected in all cultivars, and significant differences were observed for each of the detected anthocyanins between at least one of the two groups (Fig. 2a). The predominant anthocyanin components were procyanidin and cyanidin, which were present in glycosylated forms, with glycosylation occurring mainly at the 3- or 3,5-hydroxyl positions, and glucoside, sambubioside, and galactoside were the main types of glycosylation. Procyanidin was the anthocyanin with the highest total content in the three cultivars, with the highest content observed in TZM at the bud and full bloom stages, followed by SZT at the bud stage, MN at the initial flowering stage, and SZT at the full-bloom stage. The lowest content was observed in MN’s white region at the bloom stage. The highest total content of Cyanidin was found in SZT at the bud and full bloom stages and MN at the initial flowering stage, whereas the lowest content was found in TZM at the bud and full bloom stages. The total amount of Cyanidin in TZM at each stage was only about 1% of that in MN, while the Cyanidin content in MN’s white region at the bloom stage was just slightly higher than that in TZM, with only about 6% of total contents in all MN samples.

**Fig. 2:**
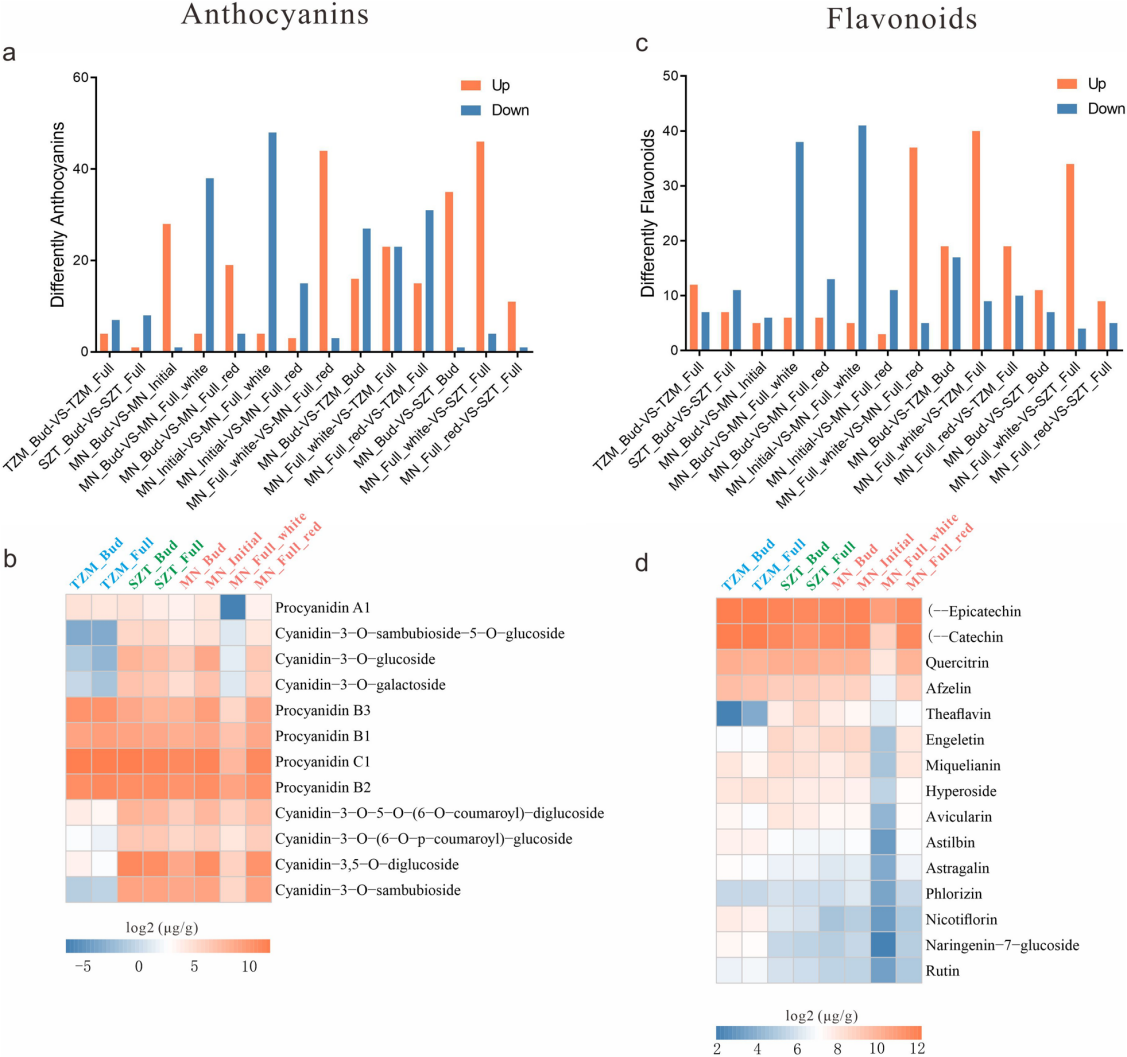
Identification of anthocyanins and flavonoids in three Yunnan Camellia cultivars. **a** Different anthocyanins in the petals of three Yunnan Camellia cultivars at different developmental stages. A total of 53 anthocyanin components were detected in all cultivars, any of which were significantly different between at least one of the two groups. The criteria for the significant difference were VIP ≥ 1, fold change ≥2, and fold change ≤0.5 for OPLS-DA. **b** Heatmap of the content and types of anthocyanins in TZM, SZT, and MN at different development stages. Only the different metabolites with high contents were displayed. **c** Different flavonoids in the petals of three Yunnan Camellia cultivars at different developmental stages. A total of 91 flavonoids were detected in the petals of the three Yunnan Camellia cultivars, 81 of which were significantly different between at least one of the two groups. **d** Heatmap of the content and types of flavonoids in TZM, SZT, and MN at different development stages

Among all detected cyanidins, Cyanidin-3,5-O-diglucoside and Cyanidin-3-O-sambubioside had the highest content, and the sum of the two cyanidins accounted for about 75% of the total, of which Cyanidin-3,5-O-diglucoside accounted for about 53% of the total, followed by Cyanidin-3-O-glucoside, Cyanidin-3-O-5-O-(6-O-coumaroyl)-diglucoside, Cyanidin-3-O-galactoside, Cyanidin-3-O-(6-O-p-coumaroyl)-glucoside, Cyanidin-3-O-sambubioside-5-O-glucoside, Cyanidin-3-O-galactoside, and Cyanidin-3-O-(6-O-p-coumaroyl)-glucoside. During the flower development, the contents dynamic of single cyanidin remained consistent with the total, which was the highest in SZT at both two stages as well as in MN at the initial flowering stage and the lowest in TZM at both two stages. The only slight difference was that Cyanidin-3,5-O-diglucoside, Cyanidin-3-O-5-O-(6-O coumaroyl)-diglucoside, and Cyanidin-3-O-(6-O-p-coumaroyl)-glucoside had high levels in TZM at both two stages as well as in MN at the initial flowering stage, whereas Cyanidin-3-O-sambubioside had high levels only in MN’s white region at the full-bloom stage, which was almost absent in TZM (Fig. 2b).

A total of 91 flavonoids were detected in the petals of the three Yunnan Camellia cultivars, and among them, 81 flavonoids were significantly different between at least one of the two groups (Fig. 2c). The types of detected flavonoids were mainly Flavanols (68.4%), Flavonols (23.9%), and Flavanonols (3.9%). The highest total flavonoid contents were observed in TZM at both two stages, while the lowest content was found in MN’s white region at the full-bloom stage (only about 25% of the other stages). With the exception of the bloom stage of MN, there were no significant differences in the other stages. The highest contents of Flavanols were (−)-Epicatechin and (−)-Catechin, and Quercitrin and Afzelin had the highest contents in the Flavonols. (−)- Epicatechin was the most abundant flavonoid in MN’s white region at the full-bloom stage, with the smallest differences from the other periods. Additionally, theaflavin was detected at extremely low levels in TZM at both two stages and high in all other samples (Fig. 2d).

Combining the identification of anthocyanins and flavonoids, TZM had the highest content of Procyanidin and the lowest content of Cyanidin. Cyanidin had the highest content in SZT at both stages and MN at the initial flowering stage. The total amount of Procyanidin and Cyanidin was consistent with the content of individual classifications. In MN’s white region at the bloom stage, the content of Procyanidin was the lowest, and the content of Cyanidin was slightly higher than that in TZM. The total flavonoid content was also the lowest in this stage, but the content of (−)-Epicatechin was similar to that of the other stages.

### Gene expression in the petals of TZM, STZ, and MN at different developmental stages

To investigate the mechanism of color presentation in TZM, STZ, and MN, we collected petal samples from each cultivar at different development stages with three replicates for each time point. Total RNA was extracted from 27 samples, and RNA sequencing was performed on each sample. 

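The 27 libraries made 9 groups of 3. TZM and SZT were each sampled at the bud and full-bloom stages. MN was sampled at bud stage 1, at bud stage 3 and at the initial flowering stage, and separately in its white and red regions at the full-bloom stage. The authors trimmed the reads with Trimmomatic, assembled transcripts de novo with Trinity and mapped the reads to the transcripts. The paper's text does not name the mapper or the program that computed expression. The values used here are FPKM per library as deposited by the authors, rounded to 2 decimals, for 225938 transcripts. FPKM over all transcripts summed to between 1117467 and 1320744 per library, with a median of 1180140. Between 126900 and 148030 transcripts per library lay above 0, with a median of 135208. Read counts per library are not used here, so the precision that depth gives to a single value is unknown. The most common ratio of low values against replicate 1 of MN at bud stage 1 lay between 1 and 1.34 over the libraries, with a median of 1.13. It is a rough guide to relative depth, since in replicate 2 of MN at bud stage 3 it held for 20 of 388 low transcripts. The 10 most abundant transcripts took between 4.03% and 13.7% of a library's FPKM.
Transcripts with a mean FPKM of at least 5 in at least 1 group were tested with limma on log2(FPKM + 1), in one fit with a mean for each group. A transcript was called when its log2 difference was at least 1 in size and its adjusted p, by the Benjamini-Hochberg method within a comparison, was at most 0.001. Differences on the log2(FPKM + 1) scale understate the change of lowly expressed transcripts. A transcript listed at 0 can also be one whose estimate failed. Transcripts carry a cluster number before the point and a member number after it. Names of enzymes and transcription factors were taken from Supplementary Table 1, which names 6 CHS, 6 F3H, 3 DFR, 3 ANS and 2 ANR transcripts. The other enzymes of the pathway are not named there and were not analysed here. Further transcripts of the named enzymes, if the paper counted any, are not covered. Reads can be shared between transcripts of one enzyme, so their FPKM were summed within each library. A summed value was called different at an adjusted p under 0.05.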

A total of 1205 million clean reads were obtained, with an average of 44.66 million per sample, and 225,938 transcripts were assembled, with an average length of 1160 bp, of which 65.1% were annotated in the function database (NR: 52.99%, SwissProt: 37%, KEGG: 39.82%, and GO: 44.83%). There were 225,938 transcripts successfully quantified by reads mapping, and the correlation coefficients between replicate samples within a single time-point were all ≥0.8. 

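Pearson's r between libraries of the same group was computed across the transcripts that passed the expression filter, for 27 pairs of libraries. Transcripts are not independent replicates, so no p-value is given. On the log2(FPKM + 0.01) scale of the Methods, r lay between 0.725 and 0.808 with a median of 0.764, and 4 pairs reached 0.8. On untransformed FPKM it lay between 0.614 and 0.987 with a median of 0.956, and 21 pairs reached 0.8. The scale that moved the lowest value to 0.8 was log2(FPKM + 1), on which r lay between 0.809 and 0.896 with a median of 0.859.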

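The mean FPKM of the 3 libraries of a group reached 5 in at least 1 group for 55099 transcripts. With the minimum of 10 given in the Methods, 33505 transcripts passed. When every library of a group had to reach 5, 39773 transcripts passed, and when any single library sufficed, 76854 passed.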

To minimize the effect of low expression transcripts, 55,129 transcripts with expression levels ≥5 in at least one set of samples were used in subsequent analysis. 

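Over the 20 comparisons named in Fig. 3a, 32762 transcripts were called in at least 1 comparison by limma. The total moved most when each comparison was fitted on its own libraries alone, which left 13419 transcripts.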

A total of 36,443 significantly differentially expressed transcripts were detected (Fig. 3a). Few differentially expressed transcripts were detected between SZT and MN at the same stage. 

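Between SZT at the bud stage and MN at bud stage 3, 145 transcripts were called, 89 of them higher and 56 lower in MN. At the full-bloom stage, 1802 transcripts were called between SZT and MN's white region, with 732 higher and 1070 lower in MN. Against MN's red region, 1546 were called, with 627 higher and 919 lower in MN. These counts are 0.263%, 3.27% and 2.81% of the tested transcripts. Single libraries moved the count at the bud stage. It was 385 without replicate 3 of SZT, 73 without its replicate 1, 84 without its replicate 2, and 48 without replicate 2 of MN. For the white region, it was 1010 without replicate 3 of SZT, 1147 without replicate 1 of the white region and 1136 without its replicate 2. For the red region, it was 883 without replicate 3 of SZT and 898 without replicate 2 of the red region. When limma was fitted on the 6 libraries of each comparison alone, 0 transcripts were called in each of these comparisons. In those fits, 6357, 12469 and 12072 transcripts had an unadjusted p under 0.05, and 84, 2374 and 2232 had an adjusted p under 0.05. In data simulated on the libraries of the bud-stage comparison, 115 of 200 transcripts changed by 2 on the log2 scale were recovered (57.5%), and 1 unchanged transcript was called. Between TZM and SZT at the full-bloom stage, 10070 transcripts were called with all libraries in the fit and 1069 with their own 6 libraries alone.
Of the 20 CHS, F3H, DFR, ANS and ANR transcripts, 1 had an adjusted p under 0.05 over all tested transcripts at the bud stage, 4 for the white region and 1 for the red region. Adjusted over the list alone, the counts were 2, 4 and 1. The study chose this list on these samples, so the latter counts are not independent evidence.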

There were also a few differentially expressed transcripts between MN bud stage 1 and bud stage 3, as well as between the white and red regions in MN at the full-bloom stage. 

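Between bud stage 1 and bud stage 3 of MN, limma called 162 transcripts, 96 higher and 66 lower at bud stage 3. The share that was higher at bud stage 3 was 59.3%, and 46.7% after median-ratio scaling of the libraries. The count fell to 70 without replicate 2 of bud stage 3 and to 105 without replicate 1 of bud stage 1. Fitted on its own 6 libraries, this comparison gave 2 called transcripts. Between the white and red regions at the full-bloom stage, 20 transcripts were called, 18 higher and 2 lower in the red region. The count stayed between 15 and 24 with each library left out in turn. Fitted on the 6 libraries of these regions alone, limma called 0 transcripts, with 3062 at an unadjusted p under 0.05 and 43 at an adjusted p under 0.05. In data simulated in the same way for the fit on all libraries, 114 of 200 transcripts changed by 2 between these regions on the log2 scale were recovered, or 57%. This does not measure what the fit on 6 libraries can recover.
Of the called transcripts with the largest rise in the red region, Cluster-80270.0 had 46.3 ± 10.1 FPKM there (SD, n = 3) and is listed at 0 in all 3 libraries of the white region (limma, adjusted p = 9.87e-05). At the full-bloom stage it was also expressed in SZT, at 84.0 ± 11.6 FPKM, and in TZM, whose petals are white, at 46.8 ± 40.8 FPKM, so it did not follow petal color across cultivars. Cluster-89808.3 had 23.6 ± 11.4 FPKM in the red region, is listed at 0 in the white region (limma, adjusted p = 3.72e-05) and was above 0 in every library of the other groups. Of the transcripts that were lower in the red region, Cluster-106948.2 had 36.3 ± 10.3 FPKM in the white region and is listed at 0 in the other 24 libraries (limma, adjusted p = 1.39e-12). Cluster-20852.0 had 6.08 ± 5.66 FPKM in the white region and is listed at 0 in the red region (limma, adjusted p = 0.000705). Outside the white region, it was above 0 only at bud stage 1 of MN, at 10.9 ± 3.49 FPKM. No names are paired with these transcripts in the sources used here. In the white region, the other 14 transcripts under the cluster number of Cluster-89808.3 together gained 16.7 times what it lost. Reads assigned to them in its place thus stay open. The same ratio, for the red region, was 0.0329 for Cluster-106948.2 and -1.10 for Cluster-20852.0. Cluster-80270.0 has no others under its number.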

The results of HCL, K-means, and PCA on 36,443 significantly differentially expressed transcripts showed that the expression patterns of SZT and MN at the same development stage were very similar, while the initial flowering stage of MN and both two stages of TZM exhibited their unique expression patterns.

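Principal components were computed on the group means of log2(FPKM + 0.01), z-scored for each called transcript. The first component held 47.6% of the variance, the second 21.6% and the third 11.0%. On the first component, SZT at the bud stage lay at -129 and MN at -156 and -153 for bud stages 1 and 3. SZT at the full-bloom stage lay at 125, and MN's white and red regions at 135 and 125. MN at the initial flowering stage lay at 4.25. On the second component, TZM lay at -139 at the bud stage and -154 at the full-bloom stage, and the other groups lay between 18.1 and 64.9. The share of the first component moved most, to 38.7%, when all transcripts past the filter were used.
Pearson's r between the z-scored group means was taken across the called transcripts, which are not independent replicates. It was 0.717 between SZT at the bud stage and MN at bud stage 3. At the full-bloom stage, it was 0.526 between SZT and MN's white region and 0.527 between SZT and its red region. Within MN, it was 0.728 between the bud stages and 0.823 between the white and red regions. The highest r of MN at the initial flowering stage with any other group was 0.0443, with SZT at the full-bloom stage. The highest r of either stage of TZM with any other group was 0.164, between its own stages. The z-scores remove the level that a transcript has in all groups, which lowers r. Without them, r was taken between libraries on log2(FPKM + 0.01) over all transcripts past the filter. Its median was 0.634 between MN at the initial flowering stage and SZT at full bloom, and 0.595 between the stages of TZM. Between SZT at full bloom and MN's white region it was 0.708. From the clustering of these groups, the paper concludes that SZT and MN resemble each other at the same stage and that MN at the initial flowering stage and TZM stand apart.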

**Fig. 3:**
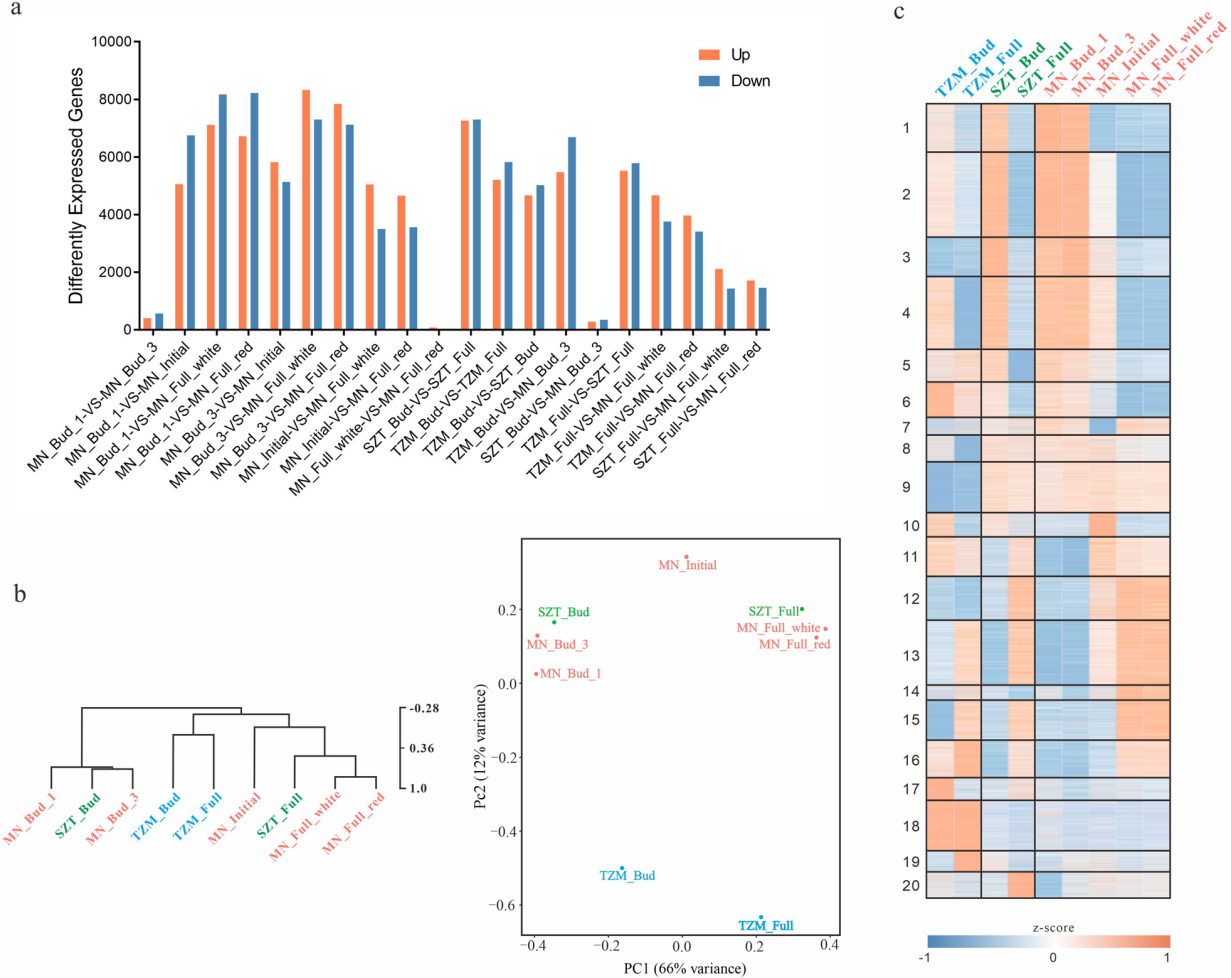
HCL, PCA, and K-means clustering for differentially expressed transcripts. **a** Statistics of differentially expressed transcripts between different samples. Differentially expressed transcripts were detected between two species and two different developmental stages with fold change ≥1, FDR < 0.05, and Adjust *P*-value ≤0.001. A total of 36,443 significantly differentially expressed transcripts were detected. **b** HCL and PCA clustering of all samples. **c** K-means clustering of all samples. The analyses of HCL, K-means, and PCA were based on significantly differentially expressed transcripts, and showed that the expression patterns of SZT and MN at the same development stage were very similar, while the initial flowering stage of MN and both two stages of TZM exhibited their unique expression patterns

### Chalcone synthase (*CHS*) was lowly expressed in TZM and MN’s white region at the bloom stage

Based on the metabolome and transcriptome analysis, we reconstructed the anthocyanins biosynthesis pathway (ABP) in three Yunnan Camellia cultivars. Firstly, p-Coumaroyl-CoA was converted to dihydrokaempferol by the action of enzymes *CHS*, chalcone isomerase (*CHI*), and flavanone 3-hydroxylase (*F3H*), then to dihydroquercetin by the action of enzymes *F3’H* and *F3’5’H*, and finally to cyanidin by the action of enzymes dihydroflavonol 4-reductase (*DFR*), and anthocyanidin synthase (*ANS*). Dihydroquercetin was further converted to cyanidin by the enzymes *DFR* and *ANS*, and finally, cyanidin was either glycosylated by the enzyme Bronze-1 (*BZ1*) or converted to epicatechin by the enzyme anthocyanidin reductase (*ANR*) (Fig. 4a). 

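In MN, the summed FPKM of CHS was 8331 ± 660 (SD, n = 3) at bud stage 3 and 1335 ± 220 at the initial flowering stage, a log2 difference of -2.65 (limma, SE 0.29, adjusted p = 4.43e-07). F3H fell from 3244 ± 312 to 353 ± 121 FPKM, with a log2 difference of -3.25 (limma, SE 0.26, adjusted p = 5.57e-09). DFR fell from 1531 ± 269 to 130 ± 22.0 FPKM, with a log2 difference of -3.55 (limma, SE 0.44, adjusted p = 1.86e-06). ANS fell from 2142 ± 436 to 388 ± 114 FPKM, with a log2 difference of -2.48 (limma, SE 0.45, adjusted p = 0.000161). From the initial flowering stage to MN's red region at the full-bloom stage, CHS changed by -3.15 on the log2 scale, F3H by -2.51 and ANS by -4.24 (limma, adjusted p = 8.76e-08, 3.09e-07 and 4.86e-07). The change of DFR over this step was -0.74 (limma, adjusted p = 0.230) and did not pass the threshold. For these genes and steps, every library of the later stage lay below every library of the earlier stage. The exact two-sided permutation p was 0.1 for each, the smallest that 3 libraries against 3 allow.
The median log2 difference over all tested transcripts was -0.01 from bud stage 3 to the initial flowering stage and -0.16 from there to the red region, so part of a small fall lies in this shift. The calls of these genes were kept after median-ratio scaling. Fitted on the 6 libraries of a comparison alone, the fall of CHS to the initial flowering stage did not pass the threshold (limma, adjusted p = 0.188), and the later fall of DFR did (limma, adjusted p = 0.0293). ANR did not follow this course, being listed at 0 in all 3 libraries at the initial flowering stage and higher in the red region at full bloom (limma, adjusted p = 0.00612). Without replicate 2 of the red region, the adjusted p of that rise was 0.0538.
Of the 20 transcripts of these 5 genes, 16 had an adjusted p under 0.05 from bud stage 3 to the initial flowering stage, and 17 when adjusted over the list alone, all of them lower. Within the bud stage of MN, the course was a rise. From bud stage 1 to bud stage 3, 7 passed, and 15 when adjusted over the list alone, all of them higher at bud stage 3. From the initial flowering stage to the red region, 13 passed, and 14 when adjusted over the list alone, of which 12 were lower and 2 higher. From the bud to the full-bloom stage of SZT, 18 passed either way and all were lower.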

Most ABP-related genes were highly expressed at the bud stage and down-regulated at the initial flowering stage, with the lowest expression at the full-bloom stage. Some genes had specific expression patterns. 

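At the full-bloom stage, the summed FPKM of the CHS transcripts was 41.6 ± 12.9 (SD, n = 3) in TZM and 24.2 ± 6.06 in MN's white region. It was 227 ± 33.2 in SZT and 152 ± 41.7 in MN's red region. TZM lay below SZT by a log2 difference of -2.46 (limma, SE 0.29, adjusted p = 1.04e-06) and below MN's red region by -1.86 (limma, adjusted p = 5.11e-05). The white region lay below SZT by -3.20 (limma, adjusted p = 3.79e-07) and below the red region by -2.60 (limma, adjusted p = 9.17e-05). With each library left out in turn, the difference between the white and red regions stayed between -2.84 and -2.39. Fitted on its own 6 libraries, that difference did not pass the threshold (limma, adjusted p = 0.156). In each of these comparisons, the exact permutation p was at the smallest value that the number of libraries allows.
The 6 libraries of TZM and the white region were then set against the 6 libraries of SZT and the red region. The highest library with white petals had 53.6 FPKM and the lowest with red petals had 106 FPKM. The log2 difference was -2.53 (exact two-sided permutation test, p = 0.00216, the smallest that 924 regroupings give). Cultivar and color are mixed in this comparison. The regroupings exchange single libraries, which are replicates within groups, so this p does not measure the spread between groups of one color.
Of the single transcripts, Cluster-72978.11 had 5.20 ± 2.38 FPKM in the white region and 38.0 ± 6.99 in the red region (limma, adjusted p = 2.45e-06). Cluster-72978.9 was higher in the red region by 2.12 and Cluster-72978.4 by 2.08 on the log2 scale (limma, adjusted p = 0.0242 and 0.0348). Cluster-72978.8 was higher by 2.41 (limma, adjusted p = 0.0708), which did not pass the threshold. Cluster-72978.5 and Cluster-72978.7 differed by 0.13 and -0.04.

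**Figure D1:**
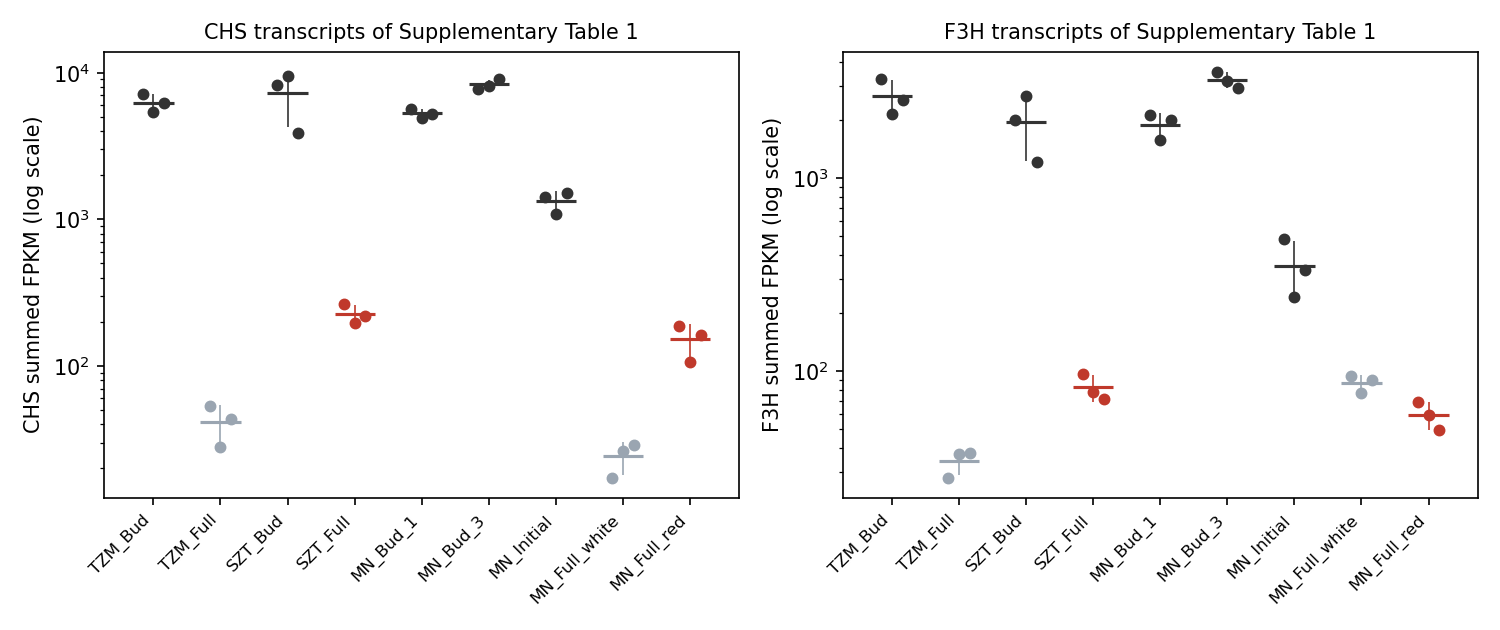
Summed FPKM of the CHS and F3H transcripts on a log scale in each library (points) of the 9 groups, with the mean (horizontal line) and the SD (vertical line); full-bloom groups with white petals are grey, those with red petals are red and all other groups are dark. For CHS, the grey points reach at most 53.6 FPKM and the red points start at 106 FPKM.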

*CHS* was expressed at significantly lower levels in TZM and MN’s white region at the full-bloom stages than in SZT and MN’s red region at the bloom stages. 

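The summed FPKM of F3H at the full-bloom stage was 34.4 ± 5.41 (SD, n = 3) in TZM, 82.5 ± 12.9 in SZT, 86.9 ± 9.07 in MN's white region and 59.4 ± 10.1 in its red region. TZM lay below SZT by a log2 difference of -1.24 (limma, SE 0.26, adjusted p = 0.000585) and below the white region by -1.32 (limma, adjusted p = 0.000429). Against the red region, the log2 difference was -0.77 (limma, adjusted p = 0.0273). This difference did not pass the threshold without replicate 1 of TZM (limma, adjusted p = 0.104), without replicate 1 of the red region (limma, adjusted p = 0.109) or without replicate 2 of the red region (limma, adjusted p = 0.0586). Each library of TZM lay below each library of the groups it was compared with. Transcripts of F3'H are not named in Supplementary Table 1 and were not analysed here.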

*F3H* and *F3’H* were expressed at significantly lower levels in TZM than in SZT and MN at the bloom stages, while *F3’H* was expressed at lower levels in MN at the initial flowering stage than at the full-bloom stage. *ANR* had the highest expression level in TZM at the bloom stage and was also highly expressed in MN’s red and white regions at the bud and bloom stages, while its expression levels were low in SZT at both stages (Fig. 4b). 

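ANR values here cover only the 2 ANR transcripts that Supplementary Table 1 names, and the paper may have counted others. Their summed FPKM varied between libraries of one group by more than it varied between most groups, so single values are given. At the full-bloom stage, the 3 libraries of TZM had 7.96, 69.5 and 56.2 FPKM and those of SZT 15.5, 3.78 and 0. In MN's white region, the libraries had 68.8, 3.02 and 3.88 FPKM, and in its red region 6.79, 63.7 and 5.95. At bud stage 1 of MN, values lay between 3.55 and 8.35 FPKM, and at bud stage 3 the highest was 1.04 FPKM with replicates 1 and 3 listed at 0. In SZT at the bud stage the highest was 0.62 FPKM. All 3 libraries of TZM at the bud stage are listed at 0.
TZM lay above SZT at the full-bloom stage by a log2 difference of 2.95 (limma, SE 1.04, adjusted p = 0.0269; exact permutation p = 0.2). Single libraries decided this call. It did not pass the threshold without replicate 2 or 3 of TZM (limma, adjusted p = 0.117 and 0.0985) or without replicate 2 or 3 of SZT (limma, adjusted p = 0.0528 and 0.181). It also did not pass with a pseudocount of 0.01 (limma, adjusted p = 0.0700), for the most abundant transcript alone (limma, adjusted p = 0.109) or in a fit on these 6 libraries (limma, adjusted p = 0.163). The white region lay above SZT by 1.37 (limma, adjusted p = 0.463; exact permutation p = 0.5) and the red region by 1.82 (limma, adjusted p = 0.294; exact permutation p = 0.4), and neither passed. With single libraries left out, the former lay between 0.0466 without replicate 1 of the white region and 2.34 without replicate 1 of SZT. The latter lay between 0.77 without replicate 3 of SZT and 2.80 without its replicate 1. At the bud stage, MN at bud stage 3 and SZT differed by -0.09 (limma, adjusted p = 1). MN at bud stage 1 lay above SZT in every library, by 2.19 (limma, adjusted p = 0.248; exact permutation p = 0.1), which did not pass. This comparison was added after the values were seen.

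**Figure D2:**
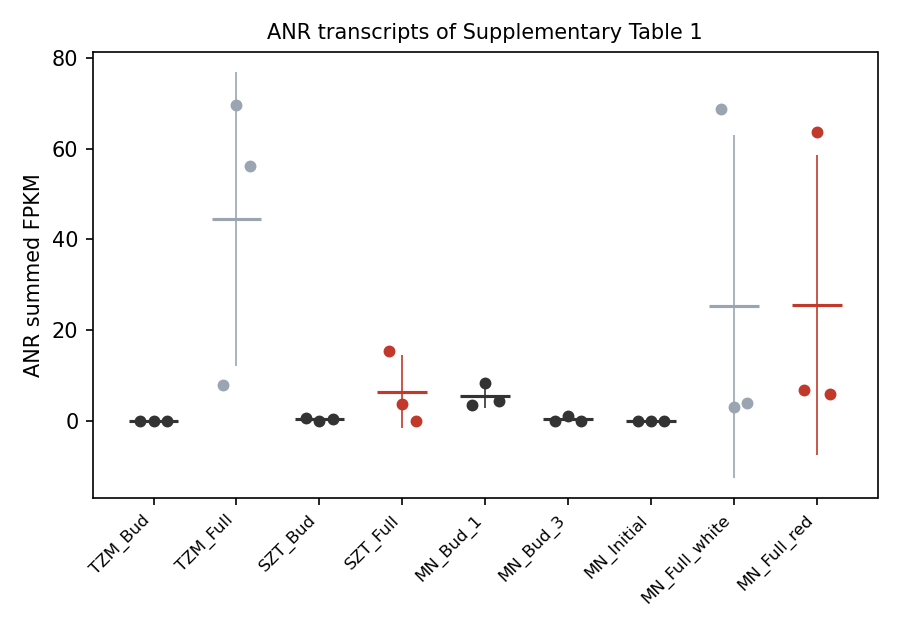
Summed FPKM of the ANR transcripts on a linear scale in each library (points) of the 9 groups, with the mean (horizontal line) and the SD (vertical line); full-bloom groups with white petals are grey, those with red petals are red and all other groups are dark. A single library reaches 68.8 FPKM in MN's white region and 63.7 FPKM in its red region, while the other libraries of these regions stay at or below 6.79 FPKM.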

In conclusion, at the bloom stage of TZM, most ABP-related genes were lowly expressed while *ANR* was highly expressed. 

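Of the other named enzymes at the full-bloom stage, DFR had a summed FPKM of 9.41 ± 3.70 (SD, n = 3) in TZM and 46.8 ± 1.70 in SZT. ANS had 2.90 ± 0.634 in TZM and 25.7 ± 8.95 in SZT. Among their transcripts, Cluster-90241.3 (DFR) was higher in SZT by 2.23 on the log2 scale (limma, SE 0.45, adjusted p = 0.000389) and Cluster-21086.8 (ANS) by 2.69 (limma, SE 0.45, adjusted p = 6.03e-05). Of the 20 transcripts of CHS, F3H, DFR, ANS and ANR, 10 had an adjusted p under 0.05 between TZM and SZT, the same number as when adjusted over the list alone. SZT was higher for 9 of them and TZM for 1, Cluster-15097.15 (ANR), with a log2 difference of -3.32 in SZT against TZM (limma, SE 0.89, adjusted p = 0.00480). Its libraries overlapped, with 4.67 to 34.84 FPKM in TZM and 0 to 5.09 in SZT. The call of the summed ANR rested on single libraries, and this transcript was not tested with libraries left out. The paper proposes that high ANR together with low CHS may leave little cyanidin in white petals.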

*CHS* was expressed at low levels in MN’s white region at the bloom stage, while *ANR* was maintained at high expression levels.

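Between MN's white and red regions, the summed FPKM of ANR differed by -0.45 on the log2 scale (limma, SE 1.04, adjusted p = 1; exact permutation p = 0.6). The direction rested on single libraries. The difference was -1.78 without replicate 1 of the white region, 0.28 without its replicate 2, 0.14 without its replicate 3 and 0.59 without replicate 2 of the red region. For the most abundant ANR transcript alone, it was 0.19. A difference in the named ANR transcripts between the regions was thus not detectable with 3 libraries each.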

**Fig. 4:**
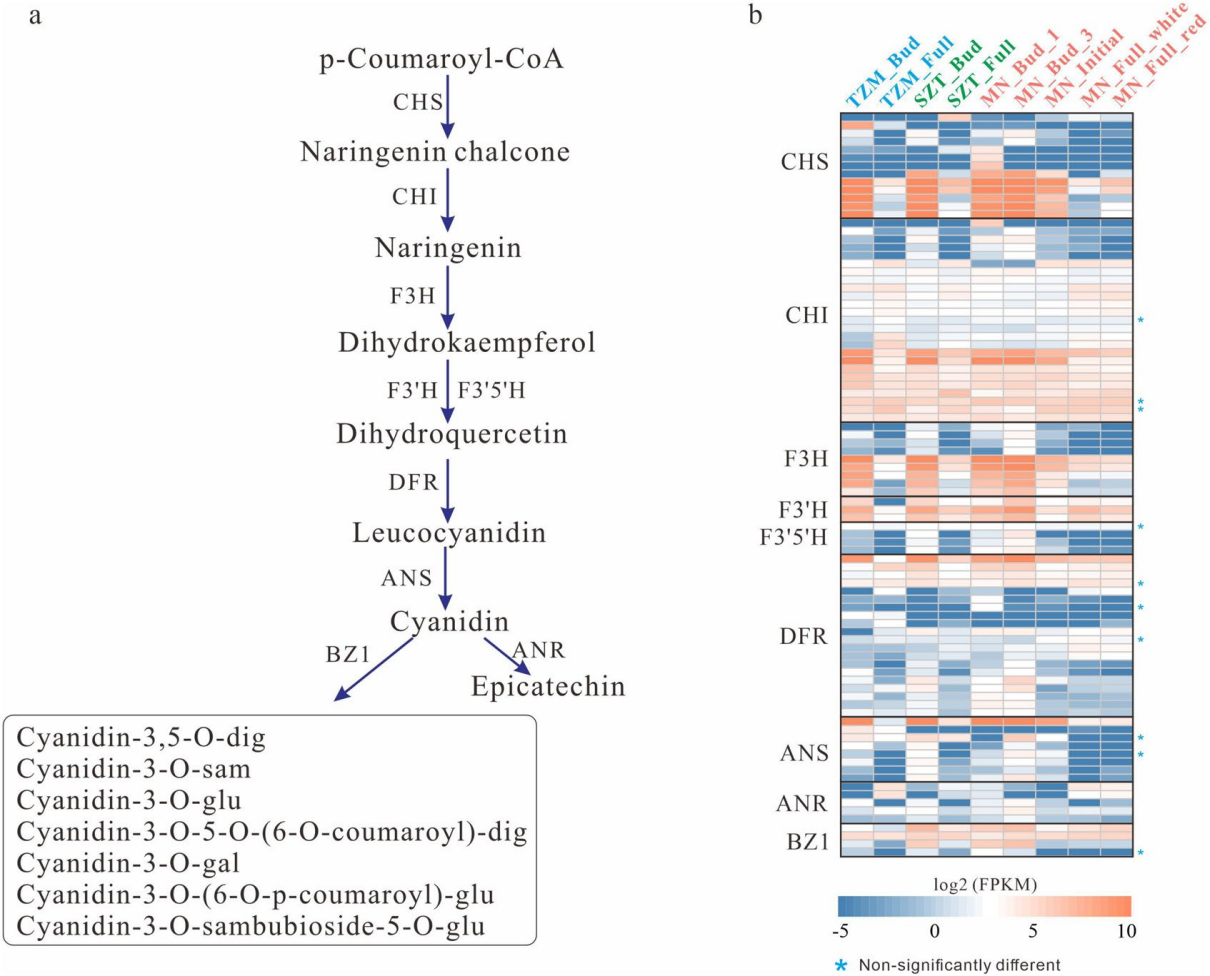
Anthocyanin synthesis pathway and the expression of involved genes. **a** Anthocyanin synthesis pathway in Yunnan Camellia. Genes were annotated using the KEGG database. **b** Heatmap of ABP-related gene expression in TZM, SZT, and MN at different development stages. Genes labeled with a blue asterisk (*) show no significant difference in comparisons of any two groups, and unlabeled genes show significant differential expression between at least two groups (padj < 0.05)

### The initial flowering stage emerges as a critical period for the formation of the mixed white-red color

Based on the expression patterns of the 20 k-means clusters, we found that clusters 6, 17, and 18 had higher expression levels in TZM. 

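k-means with k = 20 was run on the z-scored group means of the called transcripts, and the clusters are numbered here by size, from 1 for the largest. These numbers are not those of Fig. 3c. Cluster 7, with 1971 transcripts, was high at both stages of TZM, with a mean z of 1.51 at the bud stage and 1.57 at the full-bloom stage. Cluster 16, with 917 transcripts, was high in TZM at the bud stage alone, with a mean z of 2.06. Cluster 17, with 878 transcripts, was high in TZM at the full-bloom stage alone, with a mean z of 2.04. Cluster 6, with 2176 transcripts, was low at both stages of TZM, with mean z values of -1.60 and -1.59. The functions of these transcripts were not analysed here.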

Functional enrichment analysis showed that these clusters were related to bacterial and viral immune responses. Cluster 6 was significantly enriched for the immune effector process and RNAi-mediated antiviral immunity against RNA virus, and clusters 17 and 18 were significantly enriched for defense response to Gram-negative bacterium, defense response to viruses, and positive regulation by host of the viral process. In contrast, clusters 3, 9, and 12 were more highly expressed in SZT and TZM. Cluster 9 was significantly enriched for viral RNA genome replication, and cluster 12 was significantly enriched for mitotic-related functions (Figs. 3c and 5a-b).

**Fig. 5:**
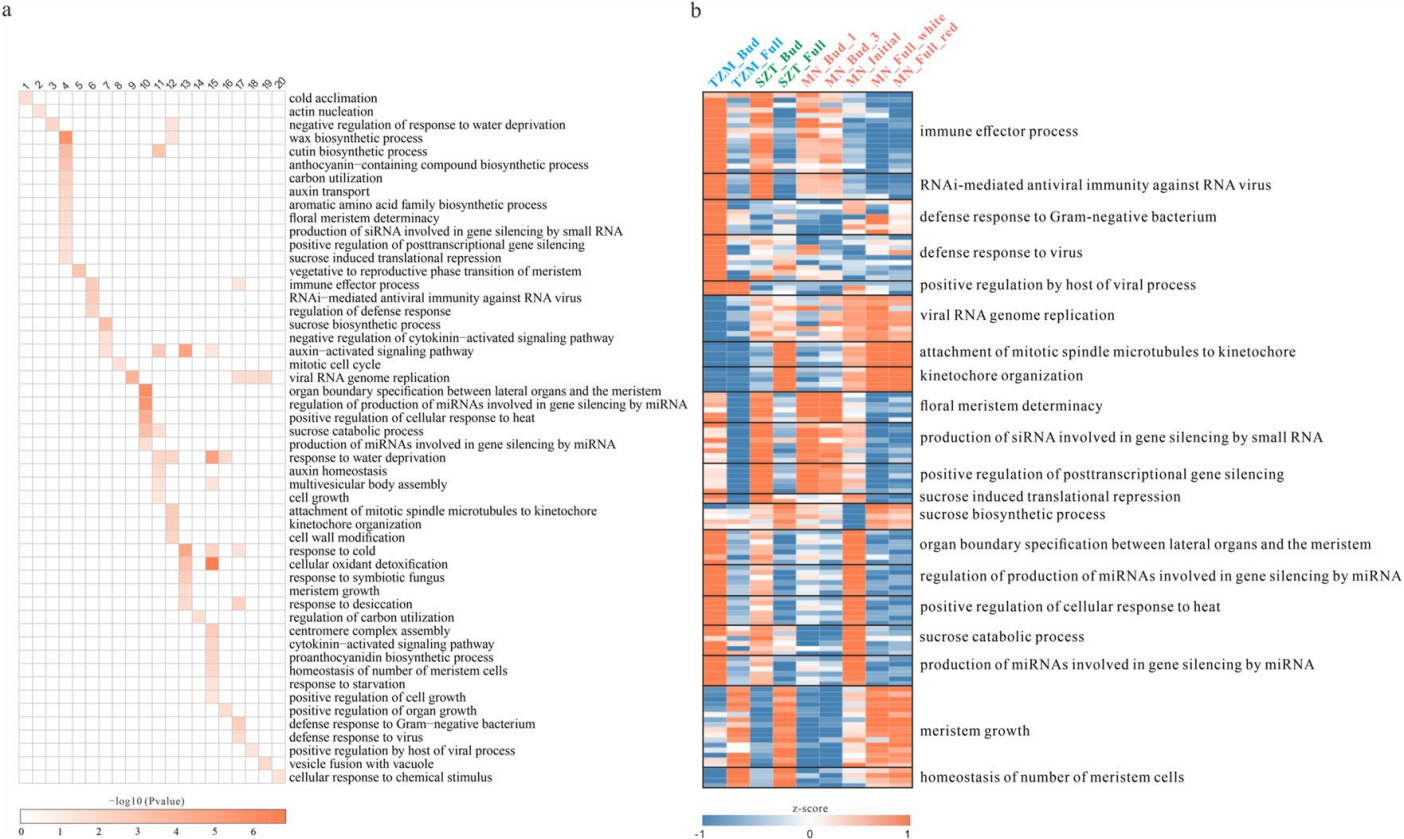
Functional enrichment of K-means clusters. **a** Functional enrichment of k-means clustering modules. **b** Heat map of specific enrichment functions corresponding to the expression of transcripts in TZM, SZT, and MN

The initial flowering stage of MN was the key period for the color change, during which the boundary between the mixed red and white becomes more distinct and stable. The expression of transcripts in clusters 4, 7, and 10 was significantly different in MN between the initial flowering and full-bloom stages. 

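Between the initial flowering stage and the full-bloom stage of MN, limma called 6759 transcripts for the white region, 2741 higher and 4018 lower at the full-bloom stage. For the red region, 6116 were called, 2595 higher and 3521 lower. The share that was higher at full bloom was 40.6% for the white region and 42.4% for the red region. After median-ratio scaling of the libraries, the shares were 59.5% and 59.3%, so the balance of rises and falls depends on the scaling. The median log2 difference over all tested transcripts was -0.18 for the white region. Fitted on the 6 libraries of each comparison alone, the counts were 157 and 170, with 21795 and 21375 transcripts at an unadjusted p under 0.05.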

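In the k-means clustering of the called transcripts with k = 20, numbered here by size and not as in Fig. 3c, the largest cluster held 3136 transcripts. Its mean z lay between 0.675 and 0.888 at the bud stages of the cultivars and was 0.502 in MN at the initial flowering stage. It was -1.11 in MN's white region and -1.02 in its red region at the full-bloom stage.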

The expression of transcripts in cluster 4 decreased significantly after the initial flowering stage. 

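By limma, 538 transcripts were higher at the initial flowering stage of MN than in each of its other 4 groups, and 183 were lower than in each of them. The first count was 355 without replicate 1 or without replicate 2 of the initial flowering stage, and 349 without its replicate 3. The second was 121 without its replicate 1 and 115 without its replicate 3. Among the k-means clusters numbered by size, cluster 18 held 788 transcripts with its highest mean z, 1.64, at this stage. Cluster 20 held 724 transcripts with its lowest mean z, -1.62, at this stage.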

Transcripts in cluster 7 had the highest expression at the initial flowering stage, while transcripts in cluster 10 had the highest expression at the initial flowering stage (Fig. 3c). Cluster 4 was significantly enriched for anthocyanin synthesis, meristem-related functions, gene silencing, and sucrose-induced translational repression. Cluster 7 was significantly enriched for the sucrose biosynthetic process, while cluster 10 was significantly enriched for the heat response, gene silencing, meristem-related functions, and sucrose catabolic process (Fig. 5a, b). Furthermore, cluster 13 was significantly enriched in meristem growth, and cluster 15 was significantly enriched in the homeostasis of the number of meristem cells.

### Multiple MYB transcription factors co-expressed with *CHS* and *F3H*

Based on the expression patterns and functional enrichment of the 20 co-expression clusters, transcripts in clusters 4, 7, 10, 13, and 15 were strongly associated with the formation of red and white colors in MN. Cluster 4 contains several ABP-related transcripts, including *CHS*, *CHI*, *F3H*, *DFR*, and *ANS*, and cluster 15 contains transcripts corresponding to *ANR*. 

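Of the 18 CHS, F3H, DFR and ANS transcripts named in Supplementary Table 1, 11 fell in the largest k-means cluster. They were all 6 CHS transcripts, 4 of the F3H transcripts and Cluster-21086.8 (ANS). The 3 DFR transcripts fell in cluster 4 with Cluster-88339.1 (F3H). Cluster-88339.4 (F3H) fell in cluster 3 and Cluster-21086.3 (ANS) in cluster 13, and Cluster-21086.7 (ANS) was not called and so not clustered. Of the ANR transcripts, Cluster-15097.15 fell in cluster 10, whose 1617 transcripts had mean z values of 1.05 and 1.02 in MN's white and red regions at the full-bloom stage. Cluster-15097.13 was not called. The number of these transcripts in the most common cluster was 14 with 15 clusters, 8 with 25 clusters, 8 with a pseudocount of 1 and 15 with another seed.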

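Supplementary Table 1 lists 402 pairs of a transcription factor with a transcript of a pathway enzyme or of a functional group, 3 of them of a transcript with itself. Pearson's r over the 9 group means of log2(FPKM + 0.01) lay within 0.0047 of the table's r for every pair, and 400 pairs had r of at least 0.9. Every pair had an exact permutation p under 0.05 after Benjamini-Hochberg adjustment over the pairs, the highest being 0.00919 for r and 0.0433 for Spearman's rho. The study kept these pairs for their high r over the same group means, and the adjustment does not cover the pairs it tried and left out, so these p-values are not independent evidence of co-expression. Without the 2 group means farthest from the median of the transcription factor, 329 pairs had r of at least 0.9. The group means fall into bud stages and later stages, so r was also computed within stages. Over the 399 pairs of different transcripts, the median r was 0.230 over the 12 bud libraries and 0.708 over the 15 later libraries. Over deviations from the group means, it was 0.0787. The count of pairs with r of at least 0.9 moved most for these deviations, to 3.
CHS was paired with 24 transcription factors in 144 pairs and F3H with 26 in 156 pairs. Together these were 35 transcription factor transcripts of 19 families. The families with most transcripts were MYB with 8, bHLH with 4 and B3 with 3, and bZIP had 2. DFR was paired with 9, ANS with 1 and ANR with 1. Of all 55099 transcripts past the filter, 730 had r of at least 0.9 with all 6 CHS transcripts and 984 with all 6 F3H transcripts. The share for CHS was 0% when r was taken over the 27 libraries.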

To investigate the co-expression relationships among the ABP-related transcripts, co-expression analysis WGCNA showed that *CHS* and *F3H* had the most co-expression relationships involving 35 transcription factors (TF) families, such as MYB, bHLH, and bZIP. Among these TF families, MYB had the most co-expression relationships, with eight TF belonging to the MYB family, six of which were co-expressed with both *CHS* and *F3H*. 

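Supplementary Table 1 names 9 MYB transcripts, 8 of which are paired with CHS or F3H. Of these, 7 are paired with CHS, 7 with F3H and 6 with both. Over the 84 pairs, r over the group means lay between 0.901 and 0.985 and rho between 0.717 and 0.996. The highest exact permutation p was 0.00919 after adjustment over all pairs of the table. Without the 2 farthest group means, 75 of the 84 pairs had r of at least 0.9 and the lowest r was 0.853. The relation was weaker within stages, with a median r of 0.362 over the bud libraries and 0.735 over the later libraries. Over deviations from the group means the median was 0.150.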

Positive regulation of post-transcriptional gene silencing and DFR transcripts were also abundant, and each of them co-expressed with nine TF belonging to MYB, bHLH, B3, and other families. 

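DFR was paired with 9 transcription factors of 8 families in 27 pairs, among them MYB and B3 but not bHLH. Over the group means, r lay between 0.903 and 0.973 and rho between 0.783 and 0.983, with a highest exact permutation p of 0.00176 after adjustment. Without the 2 farthest group means, 10 of these pairs had r of at least 0.9. The median r was 0.349 over the bud libraries, 0.692 over the later libraries and 0.0289 over deviations from the group means. Positive regulation of posttranscriptional gene silencing was paired with 9 transcription factors of 9 families in 54 pairs, MYB, bHLH and B3 among them. There, r lay between 0.901 and 0.975 and rho between 0.867 and 0.983, with a highest exact permutation p of 0.00403 after adjustment. Without the 2 farthest group means, 43 of these pairs had r of at least 0.9. The median r was 0.635 over the bud libraries, 0.695 over the later libraries and 0.213 over deviations from the group means.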

Floral meristem determinacy transcripts were also co-expressed with B3 factors, and the B3 family was also co-expressed with *DFR*. 

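The 6 floral meristem determinacy transcripts were paired with 1 transcription factor, Cluster-63755.0 of the B3 family. Over the group means, r lay between 0.906 and 0.983 and rho between 0.850 and 0.983, with a highest exact permutation p of 0.00169 after adjustment. Without the 2 farthest group means, 3 of the 6 pairs had r of at least 0.9. The median r was 0.293 over the bud libraries, 0.550 over the later libraries and 0.180 over deviations from the group means. Cluster-63755.0 and Cluster-108139.4, also of the B3 family, were paired with the 3 DFR transcripts, with r up to 0.921 and rho from 0.783 to 0.917 (highest exact permutation p = 0.00176 after adjustment). Of these pairs, 1 of 6 had r of at least 0.9 without the 2 farthest group means. Their median r was 0.207 over the bud libraries, 0.558 over the later libraries and -0.0793 over deviations from the group means.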

The transcript for sucrose-induced translational repression was co-expressed with bZIP, and bZIP was co-expressed with *CHS* and *F3H* (Fig. 6, Supplymentary Table 1). 

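The sucrose-induced translational repression transcripts are Cluster-73402.0 and Cluster-73402.1, and Supplementary Table 1 lists the same transcripts as the bZIP factors paired with them. The 4 pairs are thus each transcript with itself and with the other, whose r over the group means was 0.920 (rho 0.850, exact permutation p = 0.00142 after adjustment). Their r was 0.823 over the bud libraries and 0.923 over the later libraries. The bZIP transcript paired with CHS is Cluster-89052.1, with r between 0.904 and 0.961 and rho between 0.848 and 0.967 (highest exact permutation p = 0.00168 after adjustment). Of these 6 pairs, 5 had r of at least 0.9 without the 2 farthest group means. Its median r with CHS was 0.457 over the bud libraries, 0.493 over the later libraries and -0.279 over deviations from the group means. The bZIP transcript paired with F3H is Cluster-84038.13, with r between 0.930 and 0.979 and rho between 0.750 and 0.833 (highest exact permutation p = 0.00303 after adjustment). All 6 of these pairs had r of at least 0.9 without the 2 farthest group means. Its median r with F3H was -0.186 over the bud libraries, 0.480 over the later libraries and 0.177 over deviations from the group means. These transcripts are not paired with the sucrose-induced translational repression transcripts in the table.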

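With the mean of the bud libraries and the mean of the later libraries removed, the median r over the pairs of different transcripts in Supplementary Table 1 was 0.629 over the 27 libraries. With these means removed from the group means, it was 0.786, and 41 pairs had r of at least 0.9. Among all transcripts past the filter, 525 (0.953%) had r of at least 0.9 over the group means with all 6 CHS and all 6 F3H transcripts. From the number of MYB factors among the pairs of CHS and F3H, the paper proposes that MYB factors regulate anthocyanin synthesis and relate to the mixed color of MN.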

Overall, co-expression results suggested that multiple MYB family TF are co-expressed with *CHS* and *F3H*, indicating they may play an important role in the regulation of anthocyanin synthesis and may relate to the formation of the mixed red and white color in MN.

**Fig. 6:**
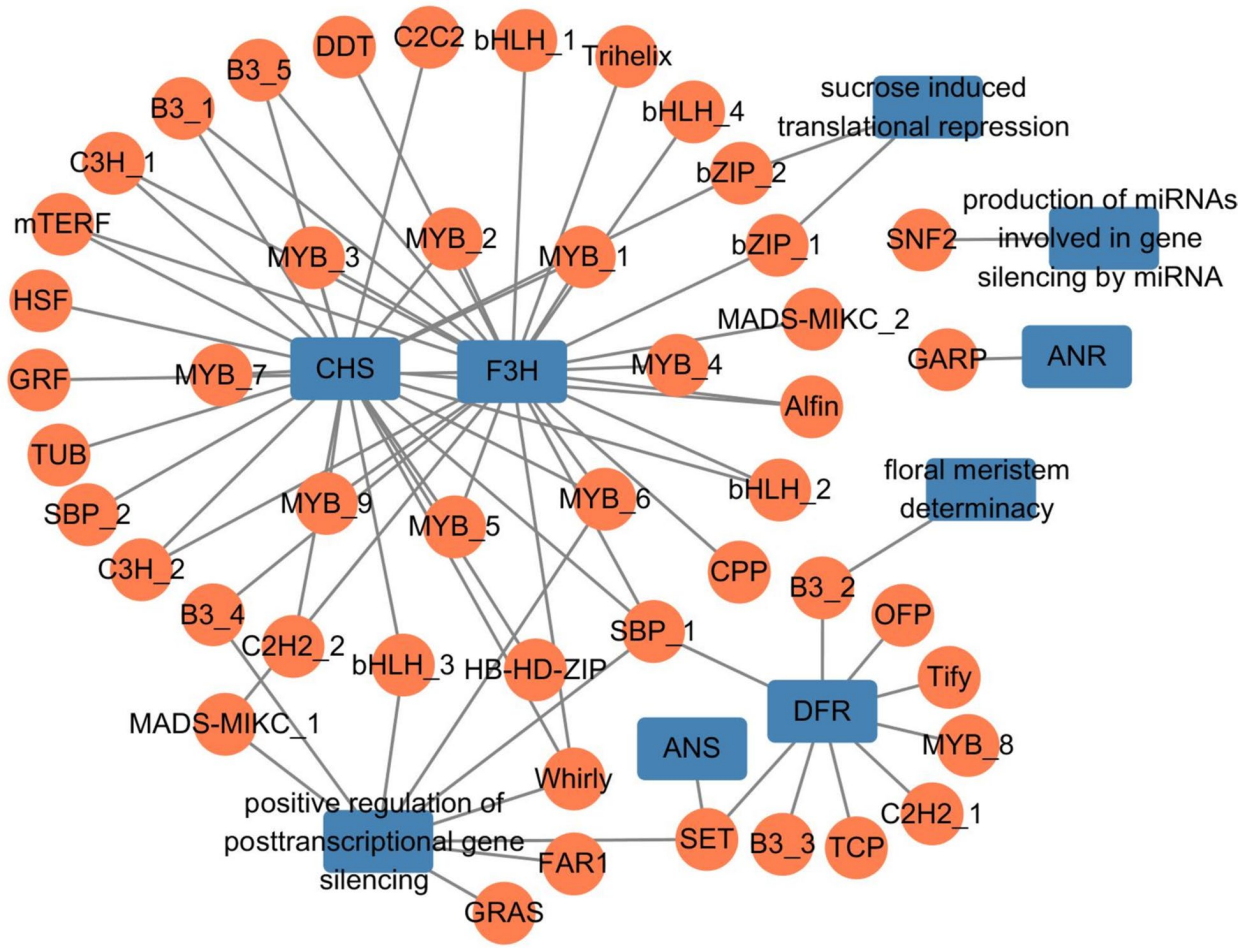
Co-expression network of ABP and specific function transcripts with transcription factors

## Discussions

Here, the potential coloration mechanisms of three Yunnan Camellia cultivars were first analyzed using metabolic and transcriptomic comparison methods, with a particular focus on the mixed white-red petals in MN. Petal color is economically and biologically important, while few studies have reported on Yunnan Camellia cultivars. Previous studies have identified some genes involved in anthocyanins synthesis, the pigments responsible for the red and pink colors in Camellia flowers [24, 27], but the genetic pathways that regulate their expression and interaction with other pigments are still limited, and research on white Camellia is insufficient [25, 26]. By utilizing metabolic and transcriptomic methods on three Yunnan Camellia cultivars with different colors, we were able to detect the different expression genes and metabolites that may relate to their flower coloration mechanisms.

Yunnan province provides abundant Camellia resources for the sample collection due to its diverse range of species and suitable climatic conditions. For comparative analysis of the color formation, TZM and SZT, which express white and red color flowers respectively, and MN, which possesses mixed white-red flowers, were selected as the materials (Fig. 1). All flower colors were verified using the Royal colorimetric card. To minimize the experimental errors, petals were collected from each cultivar with three replicates. Consistent results were obtained from all replicates, which strengthens the validity of our analysis.

Anthocyanins and flavonoids are usually responsible for the orange-to-blue colors that are widely distributed in many flowers, leaves, fruits, seeds, and other tissues [36, 37]. Our identification showed that it was stable of the pigment contents at the developmental stages of the same cultivars. Among the six major anthocyanins [15], cyanidin was the domain anthocyanin in three Yunnan Camellia cultivars. Typically, cyanidin is associated with pink and purple-red colors, but their colors can also change depending on the pH, co-existing colorless compounds (co-pigments), and metal ions [14]. The colorless procyanidin was markedly upregulated in white flowers [38], and our analysis also showed a high amount of procyanidin and flavonoids in TZM while extremely low contents in MN’s white region at the full bloom stages, suggesting some other factors may influence the white color presentation in MN. In addition, the white region of MN also differed significantly from other MN samples. However, the content of Epicatechin in the white region was higher than other pigments, which was similar to Epicatechin in other samples, indicating that Epicatechin may have an important role in the white presentation (Fig. 2b). In contrast, the types and contents of pigment in the red region of MN at the full-bloom stage were consistent with that in SZT, particularly cyanidin-core structure pigments were the most dominant pigments, which were also reported as the dominant pigments in other red-flowered *Camellia* species [24].

The identification of pigment contents was found to be consistent with RNA expression in ABP. By reconstructing the ABP, we observed lower expression of *CHS*, *F3H*, and *F3’H*, the key genes in ABP, in TZM and white region of MN during the full-bloom stage than in other samples (Fig. 3). 

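F3H, DFR and ANS were also compared between MN's white and red regions, a comparison added after the group values were seen. F3H was higher in the white region than in the red region by 0.55 on the log2 scale (limma, SE 0.26, adjusted p = 0.883; exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). DFR was 70.4 ± 2.24 FPKM (SD, n = 3) in the white region, with a log2 difference of -0.12 to the red region (limma, adjusted p = 1; exact permutation p = 0.4). ANS was 15.6 ± 10.8 FPKM in the white region and 20.0 ± 8.09 in the red region, with a log2 difference of -0.47 (limma, adjusted p = 1; exact permutation p = 0.4). None of these differences passed the threshold.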

The strong suppression of *CHS* expression was also reported to be the main reason for ABP blockage in the white part of *C. japonica* ‘Tamanoura’ [26]. The expression trend of ABP-related genes was highest at the bud stage and decreased gradually with flower development. However, the expression of ANR was high at the full-bloom stage in TZM and white MN that transfers cyanidin to Epicatechin, resulting in little cyanidin in the white petals during the developmental stages by combining with the low expression of *CHS*. ABP-related genes are regulated primarily at the transcriptional level by transcription factors, such as MYB, basic helix-loop-helix (bHLH), and WD-40 repeat (WDR) [39]. Our co-expression results suggested that MYBs, bHLH, and bZIP may play a key role in regulating anthocyanin-structural genes (Fig. 6), with MYB showing the most co-expression relationships with ABP-related genes, which was also consistent with previous analyses on *C. reticulata* [10].

To gain further insights into the factors influencing color formation in three cultivars, we conducted the functional enrichment of co-expression clusters. The high expression clusters in TZM were related to bacterial and viral immune responses, suggesting that TZM is more resistant to bacteria and viruses than SZT and MN. In contrast, SZT and MN had higher expression of clusters related to mitotic functions, indicating that their cells may undergo more mitotic divisions during the mid- to late developmental stages. Some clusters were significantly different in MN between the initial flowering and full-bloom stages, and the initial flowering stage of MN could be characterized by active meristem tissue, breakdown of sucrose, multiple modes of gene silencing, and heat sensitivity. Therefore, we speculate that the petals of MN sense the temperature and adjust the number of cells in the meristem accordingly during the initial flowering stage; meanwhile, gene expression is silenced and translation is inhibited in the meristem, leading to the white color of the meristem. The higher expression of ANR at the full-bloom stage further contributes to the white color formation in its petals. Moreover, cluster 13 was significantly enriched in meristem growth, and cluster 15 was significantly enriched in the homeostasis of the number of meristem cells, indicating that meristem tissue grows faster during the initial flowering stage, and the number of cells in the meristem tissue tends to be stabilized after this stage. These results also imply that the meristem tissue may play a crucial role in the formation of the mixed white-red color in MN, which could be further investigate by isolating the meristem tissue in the future.

In summary, our study showed that the initial flowering stage may be the key period for MN’s color change. Cyanidin was identified as the primary anthocyanin in SZT and MN’s red region, while it had low content in TZM and MN’s white region. According to the transcriptome analysis, ABP was reconstructed in Yunnan Camellia, and the low expression of *CHS* was detected in TZM and MN’s white region, while *ANR* maintained a high expression level, leading to the low content of cyanidin in them. Transcription factors MYBs, bHLH, and bZIP may play a key role in regulating anthocyanin-structural genes. The co-expression clusters showed functional enrichment at different cultivars, with TZM enriched in bacterial and viral immune responses, and SZT and MN exhibiting higher expression of mitotic functions. We speculate that the meristem tissue may play a crucial role in the formation of the mixed white-red color in MN, which may be influenced by temperature and would be investigated in our future studies.

### Supplementary Information

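Each line of Supplementary Table 1 holds a transcription factor transcript with its family, the transcript it is paired with and the enzyme or function of that transcript, a correlation coefficient and a p-value. The coefficients are those of Pearson's r over the 9 group means of log2(FPKM + 0.01), with a median difference of 0.000521 from the values computed here. The lowest coefficient in the table is 0.901, and the number of pairs that were tried is not given there. The table covers 49 transcription factor transcripts of 27 families. The functional groups are positive regulation of posttranscriptional gene silencing, production of miRNAs involved in gene silencing, floral meristem determinacy and sucrose-induced translational repression.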

**Additional file 1: Supplementary Table 1. **Correlation coefficients and p-value of ABP and specific function transcripts with transcription factors.

## Data Availability

All data and materials mentioned in this article are available. Sequencing reads have been submitted to the NCBI Sequence Read Archive (SRA) under accession numbers SRR24413180-SRR24413206. The transcriptome assembly and expression analysis data have been submitted to the Gene Expression Omnibus (GEO) database under accession number GSE236364. The data point of contact is Yan Qu.

## References

[1] Yu JD (1985). A historical review and future development of Camellia reticulata in Yunnan. Acta Hortic Sin..

[2] Ming TL, Gu ZJ, Zhang WJ, Xie LS (2000). Monograph of the genus Camellia.

[3] Li P-R, Li Z, Zhai M (2016). Recent advances in Camellia japonica L. J Plant Genet Resour..

[4] Xia LF, Wang ZL, Feng BJ (2003). Recent studies of camellia of Kunming institute of botany.

[5] Xin T, de Riek J, Guo H, Jarvis D, Ma L, Long C (2015). Impact of traditional culture on Camellia reticulata in Yunnan, China. J Ethnobiol Ethnomed..

[6] Li JB, Hashimoto F, Shimizu K, Sakata Y (2007). Anthocyanins from red flowers of Camellia reticulata Lindl. Biosci Biotechnol Biochem..

[7] Xin T, Huang W, De Riek J, Zhang S, Ahmed S, Van Huylenbroeck J, Long C (2017). Genetic diversity, population structure, and traditional culture of Camellia reticulata. Ecol Evol..

[8] Hattan J, Shindo K, Ito T, Shibuya Y, Watanabe A, Tagaki C, Misawa N (2016). Identification of a novel hedycaryol synthase gene isolated from Camellia brevistyla flowers and floral scent of Camellia cultivars. Planta..

[9] Zhou SL, Zou X, Zhou ZQ, Liu J, Xu C, Yu J, Wang Q, Zhang DM, Wang XQ, Ge S, Sang T, Pan KY, Hong DY (2014). Multiple species of wild tree peonies gave rise to the 'king of flowers', Paeonia suffruticosa Andrews. Proc Biol Sci..

[10] Geng F, Nie R, Yang N, Cai L, Hu Y, Chen S, Cheng X, Wang Z, Chen L (2011). Integrated transcriptome and metabolome profiling of Camellia reticulata reveal mechanisms of flower color differentiation. Front Genet..

[11] Hong Y, Bai X, Sun W, Jia F (2012). The numerical classification of chrysanthemum flower color phenotype. Acta Hortic Sin..

[12] Wijayani AM, Muafi Sukwadi R (2017). Market actor’s response towards flower colours in determining the economic value of Chrysanthemum flowers. J Bus Retail Manag Res..

[13] Zhao D, Tao J (2015). Recent advances on the development and regulation of flower color in ornamental plants. Front Plant Sci..

[14] Tanaka Y, Sasaki N, Ohmiya A (2008). Biosynthesis of plant pigments: anthocyanins, betalains and carotenoids. Plant J..

[15] Mekapogu M, Vasamsetti B, Kwon OK, Ahn MS, Lim SH, Jung JA (2020). Anthocyanins in floral colors: biosynthesis and regulation in Chrysanthemum flowers. Int J Mol Sci..

[16] Chalker-Scott L (1999). Environmental significance of anthocyanins in plant stress responses. Photochem Photobiol..

[17] Holton TAC, Cornish EC (1995). Genetics and biochemistry of anthocyanin biosynthesis. Plant Cell Rep..

[18] Zheng Y, Chen Y, Liu Z, Wu H, Jiao F, Xin H, et al. Important Roles of Key Genes and Transcription Factors in Flower Color Differences of Nicotianaalata. Genes (Basel). 2021, 1976;12(12)10.3390/genes12121976PMC870134734946925

[19] Wang Y, Chen L, Yang Q, Hu Z, Guo P, Xie Q, Chen G (2022). New insight into the pigment composition and molecular mechanism of flower coloration in tulip (Tulipa gesneriana L.) cultivars with various petal colors. Plant Sci..

[20] Tang M, Xue W, Li X, Wang L, Wang M, Wang W, Yin X, Chen B, Qu X, Li J, Wu Y, Gao X, Wei X, Bu F, Zhang L, Sui Z, Ding B, Wang Y, Zhang Q, Li Y, Zhang Y (2022). Mitotically heritable epigenetic modifications of CmMYB6 control anthocyanin biosynthesis in chrysanthemum. New Phytol..

[21] Wu X, Zhou Y, Yao D, Iqbal S, Gao Z, Zhang Z (2020). DNA methylation of LDOX gene contributes to the floral colour variegation in peach. J Plant Physiol..

[22] Hao P, Liu H, Lin B, Ren Y, Huang L, Jiang L, Hua S (2022). BnaA03.ANS identified by metabolomics and RNA-seq partly played irreplaceable role in pigmentation of red rapeseed (Brassica napus). Petal Front Plant Sci..

[23] Zhou X, Li J, Zhu Y, Ni S, Chen J, Feng X (2017). De novo assembly of the Camellia nitidissima transcriptome reveals key genes of flower pigment biosynthesis. Front Plant Sci..

[24] Li JB, Hashimoto F, Shimizu K, Sakata Y (2013). Chemical taxonomy of red-flowered wild Camellia species based on floral anthocyanins. Phytochem..

[25] Joshi R, Gulati A (2011). Biochemical attributes of tea flowers (Camellia sinensis) at different developmental stages in the Kangra region of India. Sci Hortic Amst..

[26] Tateishi N, Ozaki Y, Okubo H (2010). White marginal picotee formation in the petals of Camellia japonica 'Tamanoura'. J Japan Soc Horticult Sci..

[27] Yang J, Meng J, Liu X, Hu J, Zhu Y, Zhao Y, Jia G, He H, Yuan T (2021). Integrated mRNA and small RNA sequencing reveals a regulatory network associated with flower color in oriental hybrid lily. Plant Physiol Biochem..

[28] Yin X, Zhang Y, Zhang L, Wang B, Zhao Y, Irfan M, Chen L, Feng Y (2021). Regulation of MYB Transcription Factors of Anthocyanin Synthesis in Lily Flowers. Front Plant Sci..

[29] Brugliera F, Tao GQ, Tems U, Kalc G, Mouradova E, Price K, Stevenson K, Nakamura N, Stacey I, Katsumoto Y, Tanaka Y, Mason JG (2013). Violet/blue chrysanthemums--metabolic engineering of the anthocyanin biosynthetic pathway results in novel petal colors. Plant Cell Physiol..

[30] Morita Y, Hoshino A (2018). Recent advances in flower color variation and patterning of Japanese morning glory and petunia. Breed Sci..

[31] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinform..

[32] Bairoch A, Apweiler R. The SWISS-PROT protein sequence database and its supplement TrEMBL in 2000. Nucleic Acids Res. 2000;28(1)10.1093/nar/28.1.45PMC10247610592178

[33] Kanehisa M, Goto S. KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000;28(1)10.1093/nar/28.1.27PMC10240910592173

[34] Harris MA, CJ Ireland A, et al. The gene ontology (GO) database and informatics resource. Nucleic Acids Res. 2004;32(suppl 1)10.1093/nar/gkh036PMC30877014681407

[35] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinform..

[36] Dudek B, Warskulat AC, Schneider B (2016). The occurrence of flavonoids and related compounds in flower sections of Papaver nudicaule. Plants (Basel)..

[37] Alappat B (2020). Anthocyanin pigments: beyond aesthetics. Molecules..

[38] Lang X, Li N, Li L, Zhang S. Integrated metabolome and transcriptome analysis uncovers the role of anthocyanin metabolism in Michelia maudiae. Int J Genomics. 2019;2019:4393905. 10.1155/2019/4393905. eCollection 2019.10.1155/2019/4393905PMC687496431781588

[39] Patzlaff A, McInnis S, Courtenay A, Surman C, Newman LJ, Smith C, Bevan MW, Mansfield S, Whetten RW, Sederoff RR (2003). Characterisation of a pine MYB that regulates lignification. Plant J..

How the deposited data were processed for this re-analysis (not part of the article)

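RNA sequencing was measured in 27 libraries of petals, 3 for each of 9 groups formed by cultivar, stage and petal region. The authors trimmed the reads with Trimmomatic, assembled transcripts de novo with Trinity and mapped the reads to these transcripts. The mapper, the program that computed expression and their versions are not given in the sources used here. The FPKM values were made by the authors before they were deposited, with 1 value per transcript and library, rounded to 2 decimals, for 225938 transcripts without an expression filter. Each library was assigned to its group by cultivar, stage and replicate number in its label, and 0 columns were left unmatched. The labels call the mixed-color cultivar Manao and the paper calls it Damanao, and the abbreviation MN is used by both.

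Read totals per library are not given in the sources used here. Because the values are rounded to 2 decimals and were divided by transcript length and library size, the number of reads behind a value cannot be computed, and low values are the least precise.

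From the FPKM, group means, SD, log2 values and summed FPKM per enzyme were computed. Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 mean per group, a spread shared over the groups and moderated with a trend on mean expression, and the contrasts of interest. The filter was a mean FPKM of at least 5 in at least 1 group. A transcript was called at an absolute log2 difference of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.001. The sums of CHS, F3H, DFR, ANS and ANR were added to the same fit as further features, which made 55104 tests per comparison, and were called at an adjusted p under 0.05. DEGseq, which the Methods name, works on read counts and was not run on FPKM. The scripts were tested on simulated data with known changes. Exact permutation tests were run over all regroupings of the libraries of a comparison, and correlations over the group means were tested by exact permutation of the means. With 3 libraries against 3, the smallest p such a test gives is 0.1.

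Principal components and k-means (20 clusters, 10 starts) were computed on log2(mean FPKM + 0.01), z-scored per called transcript. Correlations of Supplementary Table 1 were computed on log2(mean FPKM + 0.01). Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, correlations with scipy 1.17.1, clusters with scikit-learn 1.9.0 and plots with matplotlib 3.10.9.

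The 20 comparisons are those named in Fig. 3a, of which 10 are reported singly. The transcripts named in the text are those that Supplementary Table 1 names, and the called transcripts with the largest rise and the largest fall between the white and red regions of MN, a pair for each direction. The correlations and names in Supplementary Table 1 had been seen when this rule was set. The alternatives were a pseudocount of 0.01, a filter of 10 or no filter, an adjusted p under 0.05, no threshold on the log2 difference, median-ratio scaling, the replicate number as a block, a fit on the libraries of a comparison alone, the most abundant transcript in place of the sum, and each library left out in turn. For the descriptive results, the scale, the set of transcripts, the number of clusters, the seed and the set of samples were changed.

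The metabolite measurements, the functional annotation of transcripts, the enrichment of clusters and the network analysis were not analysed here. Transcripts of CHI, F3'H, F3'5'H and BZ1 are not named in Supplementary Table 1 and were not analysed here. The meaning of the number before the point in a transcript's name is not given in the sources used here, so transcripts that share it are described only as sharing a cluster number.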

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

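Library scaling and lost TZM reads were taken up as explanations only after the result was seen. Median-ratio scaling itself was among the alternatives chosen before the data were examined. The result in this part is a difference between cultivars in the change from the bud to the full-bloom stage.

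From the bud to the full-bloom stage, the summed FPKM of CHS, F3H, DFR and ANS fell further in TZM than in SZT. On the log2 scale, the changes in TZM and SZT were -7.24 and -4.90 for CHS, -6.23 and -4.49 for F3H, -5.64 and -3.38 for DFR, and -9.00 and -5.73 for ANS. The change in TZM minus the change in SZT was -2.34 for CHS (limma, SE 0.42, adjusted p = 0.000189; exact permutation p = 0.06), -1.73 for F3H (limma, SE 0.37, adjusted p = 0.000925; exact permutation p = 0.015), -2.25 for DFR (limma, SE 0.62, adjusted p = 0.00757; exact permutation p = 0.085) and -3.27 for ANS (limma, SE 0.64, adjusted p = 0.000468; exact permutation p = 0.04). The exact tests regrouped the libraries within each stage, in 400 ways.

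With each library left out in turn, the difference stayed between -2.59 and -1.95 for CHS, -1.99 and -1.42 for F3H, -2.77 and -1.37 for DFR, and -3.66 and -2.64 for ANS. Each of these values passed the threshold (limma, highest adjusted p = 0.0222). The smallest difference of each gene came without SZT_Bud replicate 3. For DFR this value, -1.37, is smaller than the value from all libraries by more than 1.5 times. Fitted on the libraries of these groups alone, DFR did not pass the threshold (limma, adjusted p = 0.0734).

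Library scaling was tested as an explanation. With median-ratio scaling, CHS, F3H, DFR and ANS stayed past the threshold, and the highest adjusted p was 0.00446 (limma), which argues against scaling as the whole cause. A loss of TZM reads because its sequence differs from the assembled transcripts was tested on CHS. It needs TZM to lie under SZT at the bud stage as well, where the log2 difference was -0.12, against -2.46 at the full-bloom stage, which argues against it for CHS. At the bud stage, the log2 differences of TZM from SZT were 0.49 for F3H, -0.00 for DFR and 0.54 for ANS.

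What stays open is a difference between the cultivars themselves, and TZM and SZT flowers collected at different points of bloom, which the design does not separate. The lengths and base composition of the transcripts were not analysed here.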

How the results depend on the processing

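The alternatives in this part were chosen before the data were examined. Of the sums of CHS, F3H, DFR, ANS and ANR, in 210 cases an alternative other than leaving out a library left the direction and the side of the threshold as they were, in 6 the result no longer passed, in 2 it newly passed and in 1 it reversed. With single libraries left out, the numbers were 212, 8, 2 and 6. Of the counts of called transcripts, 63 stayed within 1.5 times and 41 did not, and with single libraries left out 101 did and 16 did not.

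With a pseudocount of 0.01, 97 transcripts were called between bud stages 1 and 3 of MN (162 with a pseudocount of 1), 36 between its white and red regions (20), 89 between SZT_Bud and MN_Bud_3 (145), 960 between SZT_Full and the white region (1802), 743 between SZT_Full and the red region (1546) and 147 highest at the initial flowering stage (538). ANR in TZM_Full against SZT_Full became 5.23 and no longer passed (limma, adjusted p = 0.0700), and the cause was not tested. The difference between TZM and SZT in the change of ANR from bud to full bloom, 3.38 before (limma, adjusted p = 0.0776), became 9.12 and passed (limma, adjusted p = 0.0344). A small pseudocount spreads values near 0, and several ANR values are 0.

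With a filter of 10, fewer transcripts were tested, 33505. The calls were 87 between the bud stages of MN, 6640 between TZM_Full and SZT_Full (10070 with a filter of 5), and 1192 and 1008 between SZT_Full and the white and red regions. Without a filter, more were tested, and the calls were 368, 36, 280, 16509, 2966 and 2693 for the bud stages of MN, the white against the red region, SZT_Bud against MN_Bud_3, TZM_Full against SZT_Full, and SZT_Full against the white and red regions. Over the 20 comparisons, 51551 were called (32762 with a filter of 5).

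At an adjusted p under 0.05, the calls were 1559 between the bud stages of MN, 15047 between MN_Bud_3 and MN_Initial (9017 at 0.001), 12774 and 11901 between MN_Initial and the white and red regions (6759 and 6116), 89 between these regions, 1484 between SZT_Bud and MN_Bud_3, 17468 between TZM_Full and SZT_Full, and 5793 and 5272 between SZT_Full and the white and red regions. At the initial flowering stage, 1427 were highest and 481 lowest (183 at 0.001). Dropping the threshold on the log2 difference moved none of these counts by over 1.5 times.

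With limma fitted on the libraries of a comparison alone, which leaves fewer samples for the spread, the calls were 2 between the bud stages of MN, 3162 between MN_Bud_3 and MN_Initial, 157 and 170 between MN_Initial and the white and red regions, 1314 between SZT_Bud and SZT_Full (14778 with all libraries), 1069 between TZM_Full and SZT_Full, and 0 for the white against the red region, SZT_Bud against MN_Bud_3, and SZT_Full against either region. For the latter 4 comparisons, 3062, 6357, 12469 and 12072 transcripts had an unadjusted p under 0.05. Over the 20 comparisons, 13419 were called, and 12 were highest and 1 lowest at the initial flowering stage. CHS no longer passed between the white and red regions (-2.60; limma, adjusted p = 0.156) and between MN_Bud_3 and MN_Initial (-2.65; limma, adjusted p = 0.188). ANR no longer passed in TZM_Full against SZT_Full (2.95; limma, adjusted p = 0.163), nor DFR in the difference between TZM and SZT in the change from bud to full bloom (-2.25; limma, adjusted p = 0.0734). DFR newly passed between MN_Initial and the red region (-0.74; limma, adjusted p = 0.0293).

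Median-ratio scaling moved no count of called transcripts by over 1.5 times and no sum across the threshold. It moved the share of called transcripts that were higher at full bloom in SZT from 39.0% to 56.2%. For the most abundant transcript in place of the sum, ANR in TZM_Full against SZT_Full was 2.10 and no longer passed (limma, adjusted p = 0.109), and ANR in the white against the red region reversed to 0.19 (-0.45 for the sum). The cause was not tested.

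Same-numbered libraries of different groups did not deviate together. Over 108 pairs of them, r of the deviations from the group means lay between -0.220 and 0.153 with a median of -0.003, and 3 exceeded 0.1. No pairing by replicate number was thus seen over the groups as a whole. White and red libraries were not tested alone or under different numbers, so flowers shared by these regions stay open. With the replicate number as a block, the calls were 125 between the bud stages of MN, 8574 between MN_Bud_3 and MN_Initial, 6333 and 5712 between MN_Initial and the white and red regions, 15 between these regions, 14291 between SZT_Bud and SZT_Full, 98 between SZT_Bud and MN_Bud_3, 9625 between TZM_Full and SZT_Full, and 1587 and 1389 between SZT_Full and the white and red regions. Over the 20 comparisons, 31992 were called, and 491 were highest and 167 lowest at the initial flowering stage. The block moved no sum of an enzyme across the threshold.

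With single libraries left out, the calls lay between 70 and 175 for the bud stages of MN, 6907 and 7837 for MN_Bud_3 against MN_Initial, 4659 and 6123 for MN_Initial against the white region, 4119 and 5269 against the red region, 15 and 24 for the white against the red region, 12401 and 13808 for SZT_Bud against SZT_Full, 48 and 385 for SZT_Bud against MN_Bud_3, 7658 and 10040 for TZM_Full against SZT_Full, 1010 and 1663 for SZT_Full against the white region, and 883 and 1567 against the red region. They lay between 31348 and 33053 over the 20 comparisons, 349 and 512 for transcripts highest and 115 and 170 for those lowest at the initial flowering stage. The libraries that moved a count by over 1.5 times are named at these counts in the text.

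ANR in TZM_Full against SZT_Full lay between 1.90 and 3.92, and no longer passed without SZT_Full replicate 2 or 3 (limma, adjusted p = 0.0528 and 0.181) or without TZM_Full replicate 2 or 3 (limma, adjusted p = 0.117 and 0.0985). ANR in the white against the red region lay between -1.78 and 0.59, and reversed without white replicate 2 (0.28) or 3 (0.14) or red replicate 2 (0.59). ANR in MN_Bud_3 against SZT_Bud, -0.09 with all libraries, lay between -0.430 and 0.0841, and reversed without MN_Bud_3 replicate 1 or 3 or SZT_Bud replicate 1. ANR between MN_Initial and the red region lay between 2.88 and 4.49, and no longer passed without red replicate 2 (limma, adjusted p = 0.0538). The difference between TZM and SZT in the change of ANR lay between 2.33 and 4.35, and passed without SZT_Full replicate 1 (4.35; limma, adjusted p = 0.0244) or TZM_Full replicate 1 (4.32; limma, adjusted p = 0.0258). F3H in TZM_Full against the red region lay between -0.89 and -0.64, and no longer passed without TZM_Full replicate 1, red replicate 1 or red replicate 2 (limma, adjusted p = 0.104, 0.109 and 0.0586). CHS in white against red petals over 6 libraries each lay between -2.68 and -2.37.

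Of the descriptive results, 16 alternatives left the value where it was and 16 moved it. The lowest r between replicates, 0.725, became 0.614 on FPKM, 0.809 on log2(FPKM + 1) and 0.638 over all transcripts. The share of the first principal component, 47.6%, became 48.2% with a pseudocount of 1, 38.7% over all transcripts past the filter, 44.9% with centring alone and 40.6% over the 27 libraries. Of the 402 pairs of Supplementary Table 1, the number with r of at least 0.9 over the group means, 400, became 105 without log, 177 over the 27 libraries, 6 over the 12 bud libraries, 19 over the 15 later libraries and 3 over deviations from the group means, and lay between 341 and 402 with single groups left out. The share of transcripts with r of at least 0.9 with all 6 CHS transcripts fell to 0.0109% without log, 0.01996% on log2(mean FPKM + 1) and 0% over the 27 libraries. The cause was not tested.

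Depth limits what the low values show. Read totals are not used here, and a transcript listed at 0 can have had reads that were not assigned to it.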

Differences from the paper's values

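The paper's text gives correlations between replicates of at least 0.8, without naming their scale, and the lowest r here was 0.725. Of the alternatives set before the data were examined, log2(FPKM + 1) gave 0.809, which reaches 0.8. FPKM without log gave 0.614 and all transcripts gave 0.638, which do not.

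The paper's text gives 35 families of transcription factors co-expressed with CHS or F3H. Supplementary Table 1 pairs 35 transcription factor transcripts with CHS or F3H, and they belong to 19 families. No alternative was set for this count.

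Between bud stages 1 and 3 of MN, the bar in Fig. 3a shows about 950 differentially expressed transcripts, read by eye, and 162 were called here. Between SZT at the bud stage and MN at bud stage 3, it shows about 610, and 145 were called here. For these comparisons, no alternative set before the data were examined came within 1.5 times of the paper's value. The nearest were 1559 at an adjusted p under 0.05 for the former, and 385 without SZT_Bud replicate 3 for the latter.

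Between the white and red regions of MN at the full-bloom stage, Fig. 3a shows about 90, read by eye, and 20 were called here. Of the alternatives set before the data were examined, an adjusted p under 0.05 gave 89, which does not differ, and the others gave between 0 and 36.

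Between SZT and MN's white region at the full-bloom stage, Fig. 3a shows about 3500, read by eye, and 1802 were called here. Between SZT and MN's red region, it shows about 3200, and 1546 were called here. Of the alternatives set before the data were examined, testing without an expression filter gave 2966 and 2693, which do not differ, and all others do. They include an adjusted p under 0.05 with 5793 and 5272, and median-ratio scaling with 2241 and 1934.

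The paper's text describes lower F3H in TZM and in the white region of MN at the full-bloom stage than in other samples. Here, F3H was 34.4 FPKM in TZM, below the 82.5 FPKM of SZT. In the white region it was 86.9 FPKM and in the red region 59.4 FPKM, a log2 difference of 0.55 that did not pass the threshold (limma, adjusted p = 0.883). CHS was lower in both TZM and the white region.

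The paper's text describes high ANR in MN at bud and full bloom and lower ANR in SZT. The values here cover only the 2 ANR transcripts named in Supplementary Table 1, and the paper may have counted others. The other transcripts under their cluster number, whose enzyme is not named, were lowest in SZT at the full-bloom stage. Together they had 12.7 to 15.3 FPKM in SZT and 103 to 213 in TZM. In the white region they had 24.2 to 52.1 FPKM and in the red region 27.1 to 59.1. Here, ANR reached at most 1.04 FPKM in the libraries of MN at bud stage 3 and lay between 3.55 and 8.35 FPKM at bud stage 1. SZT at the bud stage had at most 0.62 FPKM, below every library of MN at bud stage 1, the direction the paper gives. That difference did not pass the threshold by limma (2.19; adjusted p = 0.248), nor did those of SZT from MN at bud stage 3 (adjusted p = 1) and from the white and red regions at the full-bloom stage (adjusted p = 0.463 and 0.294). The comparison with bud stage 1 was added after the values were seen. At the full-bloom stage, ANR exceeded 60 FPKM in 1 of 3 libraries of the white region and 1 of 3 of the red region. TZM lay above SZT (limma, adjusted p = 0.0269; exact permutation p = 0.2), but no longer past the threshold without TZM_Full replicate 2 or 3 (limma, adjusted p = 0.117 and 0.0985) or SZT_Full replicate 2 or 3 (limma, adjusted p = 0.0528 and 0.181).

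The paper's text describes a gradual fall of the pathway genes over flower development. Within the bud stage of MN, the genes rose, from 5276 to 8331 FPKM for CHS, 1898 to 3244 for F3H, 420 to 1531 for DFR and 1017 to 2142 for ANS between bud stages 1 and 3. From bud stage 3 to the initial flowering stage and from there to the red region, CHS, F3H and ANS fell, while DFR did not pass the threshold from the initial flowering stage to the red region (limma, adjusted p = 0.230). It passed in a fit on the libraries of that comparison alone (limma, adjusted p = 0.0293), and its transcript Cluster-90241.5 passed (limma, adjusted p = 0.00439). ANR is listed at 0 at the initial flowering stage and was higher in the red region (limma, adjusted p = 0.00612).

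The paper's text relates bZIP factors to sucrose-induced translational repression. In Supplementary Table 1, the bZIP transcripts paired with this function are the same transcripts as those that carry it, Cluster-73402.0 and Cluster-73402.1. The bZIP transcripts paired with CHS and F3H had r of 0.835 and 0.714 with Cluster-73402.0, and 0.769 and 0.602 with Cluster-73402.1.

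The paper's text names bHLH among the families co-expressed with DFR. In Supplementary Table 1, the 9 transcription factors paired with DFR belong to 8 families, with MYB and B3 among them but not bHLH.

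The paper's text places CHS, F3H, DFR and ANS transcripts in 1 co-expression cluster. Here, 11 of these 18 transcripts shared the most common k-means cluster, and the 3 DFR transcripts fell in another. The most common cluster held 8 of the 18 with 25 clusters, 8 with a pseudocount of 1, 14 with 15 clusters and 15 with another seed. As 17 of the 18 were clustered, at least 1 DFR transcript shared it with the other seed.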

Other observations

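The tests of other groupings of the libraries, of abundant transcripts and of shared reads for ANR, and the single transcript expressed in the red region alone, were chosen only after the result was seen.

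For each of the 10 comparisons reported singly, the 6 libraries were regrouped in the 10 possible ways into 3 and 3, and 1 of the 10, the real grouping, gave as many called transcripts. With 10 groupings, chance cannot be excluded by this test alone. The largest count from any other grouping was 18 for the bud stages of MN, 3 for MN_Bud_3 against MN_Initial, 1 for MN_Initial against either region, 5 for the white against the red region, 26 for SZT_Bud against SZT_Full, 6 for SZT_Bud against MN_Bud_3, 5 for TZM_Full against SZT_Full, and 2 and 4 for SZT_Full against the white and red regions. With the labels of all 27 libraries shuffled, 1 of 100 groupings, the real one, reached the total over the 20 comparisons, and the largest other total was 494. With the labels of the 15 MN libraries shuffled, 1 of 100 groupings, the real one, reached the count of transcripts highest at the initial flowering stage, and 1 of 100 the count of those lowest there, with 34 and 3 as the largest other counts. The real totals thus lie above what fully shuffled labels give. Most shuffled groups mix bud and later libraries, which widens the spread within groups and keeps the calls few. These shuffles therefore cannot tell how many calls between groups of the same or a neighboring stage arise by chance.

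ANR differed strongly between libraries of one group at the full-bloom stage. If a few transcripts took most of the reads, all transcripts of a library would shift together. The median log2 deviation over tested transcripts was at most 0.0207 in size in the 12 full-bloom libraries, where ANR deviated by up to 2.65, which argues against it. Reads of ANR shared with other transcripts of its cluster number would make these fall where ANR rises. Over the 12 libraries, r of the deviations from the group means was 0.464 (exact permutation p = 0.211, rho 0.434), and -0.06 without the 2 farthest libraries, so the relation rests on these and shared reads stay open. Flowers of one group at different points of bloom would make ANR rise with a library's position along the change from the initial flowering stage to the full-bloom stage of MN. The r of the deviations was 0.898 (exact permutation p = 0.00617 over 1296 regroupings within groups, rho 0.818), and 0.836 without the 2 farthest libraries. Whether white and red libraries came from the same flowers is not known, and this test takes them as independent. The unevenness of ANR is thus consistent with flowers at different points of bloom, a hypothesis that was tested on the same libraries in which the unevenness was found.

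The pairs of Supplementary Table 1 could owe their r to the fall from bud to later stages that their transcripts share. With the mean of the bud libraries and the mean of the later libraries removed, the median r was 0.629 over the 27 libraries, which argues against this fall as the whole cause. The change from the initial flowering to the full-bloom stage is left in by this step. With the mean of every group removed, the median was 0.0787, so a change over the later stages that the transcripts share stays open as a source of the high r. Over the bud libraries alone the median was 0.230, so the relation among buds is weak.

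Some transcripts are listed at 0 in all 6 TZM libraries and have a mean of at least 5 FPKM at both stages of SZT (439), or the reverse (398). Alleles of the cultivars assembled as separate transcripts would place both kinds under the same cluster number. Of the transcripts missing in TZM, 81 (18.5%) share their cluster number with a transcript missing in SZT, against a median of 55 (12.5%) after shuffling (permutation test, p = 0.0011, 10000 shuffles). This is consistent with separate alleles for a small part of them, and what the others reflect was not tested. Of SZT and MN, 25 transcripts are listed at 0 in SZT and expressed in MN at bud stage 3 and in its red region, and 46 the reverse.

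Between the petal regions of MN, 663 transcripts are listed at 0 in all 3 libraries of one region and have a mean of at least 5 FPKM in the other. Of these, 333 are at 0 in the white region and 330 in the red region. Other groupings of the 6 libraries gave between 617 and 663, and 2 of 10 gave as many, so these zeros cannot be told apart from chance. Reads moved to other transcripts of the same cluster number would let the rest of it gain about what was lost. Of the 420 with other transcripts under their cluster number, 45.7% gained, and the median gain was -0.0193 of the loss. Since gains and losses go both ways, the test leaves this open. No biological explanation was tested.

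More transcripts were called between SZT and MN at the full-bloom stage than at the bud stage. If SZT and MN flowers were at different points of bloom, the difference between the white region and SZT would follow the change from bud to full bloom in TZM. The r between them across tested transcripts was 0.177, between what either outcome predicts, so points of bloom and a difference between the cultivars cannot be told apart.

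Transcripts with a mean of at least 5 FPKM in a single group, above 0 in its 3 libraries and listed at 0 in all other libraries, numbered 86 for TZM at full bloom, 49 for TZM at the bud stage, 11 for MN at bud stage 1, 5 for MN at bud stage 3, 4 for SZT at full bloom, 2 for MN at the initial flowering stage, 2 for the white region, 1 for the red region and 0 for SZT at the bud stage. In 100 draws of 3 libraries from 3 different groups, the median was 0 and the highest 2. The transcript of the red region is Cluster-113.420, with 22.4 ± 7.61 FPKM (SD, n = 3).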
